# Functional hypoxia reduces mitochondrial calcium uptake^☆^

**DOI:** 10.1016/j.redox.2024.103037

**Published:** 2024-01-17

**Authors:** Chris Donnelly, Timea Komlódi, Cristiane Cecatto, Luiza H.D. Cardoso, Anne-Claire Compagnion, Alessandro Matera, Daniele Tavernari, Olivier Campiche, Rosa Chiara Paolicelli, Nadège Zanou, Bengt Kayser, Erich Gnaiger, Nicolas Place

**Keywords:** Respirometry, Membrane potential, Skeletal muscle, Exercise, Coenzyme Q

## Abstract

Mitochondrial respiration extends beyond ATP generation, with the organelle participating in many cellular and physiological processes. Parallel changes in components of the mitochondrial electron transfer system with respiration render it an appropriate hub for coordinating cellular adaption to changes in oxygen levels. How changes in respiration under functional hypoxia (i.e., when intracellular O_2_ levels limit mitochondrial respiration) are relayed by the electron transfer system to impact mitochondrial adaption and remodeling after hypoxic exposure remains poorly defined. This is largely due to challenges integrating findings under controlled and defined O_2_ levels in studies connecting functions of isolated mitochondria to humans during physical exercise. Here we present experiments under conditions of hypoxia in isolated mitochondria, myotubes and exercising humans. Performing steady-state respirometry with isolated mitochondria we found that oxygen limitation of respiration reduced electron flow and oxidative phosphorylation, lowered the mitochondrial membrane potential difference, and decreased mitochondrial calcium influx. Similarly, in myotubes under functional hypoxia mitochondrial calcium uptake decreased in response to sarcoplasmic reticulum calcium release for contraction. In both myotubes and human skeletal muscle this blunted mitochondrial adaptive responses and remodeling upon contractions. Our results suggest that by regulating calcium uptake the mitochondrial electron transfer system is a hub for coordinating cellular adaption under functional hypoxia.

## 1 Introduction

Mitochondria use molecular oxygen (O_2_) as the terminal electron acceptor to generate the protonmotive force for phosphorylation of ADP [1]. O_2_ consumption is adjusted in response to changes in cellular ATP demand [2]. This is exemplified during intense muscle contractions which can increase O_2_ consumption up to 20-fold of that at rest [3]. Mitochondrial ATP regeneration by oxidative phosphorylation depends on the supply of O_2_ and ADP [4]. The state of ‘functional hypoxia’ describes when O_2_ levels limit mitochondrial respiration [5,6]. Although restricted to a very low intracellular *p*_O2_, functional hypoxia can occur during physiological activity [[7], [8], [9], [10]]), under conditions of ambient hypoxia [11], or during ischemia [12].

Although the O_2_ kinetics (i.e., dependence on O_2_ partial pressure) of oxidative phosphorylation have been resolved [13,14], there is considerable interest in understanding if and how O_2_ controls other components and functions of the electron transfer system [[15], [16], [17]]. This interest has been stimulated by findings showing functional hypoxia and impairments in mitochondrial respiration are hallmarks of many metabolic diseases [[18], [19], [20], [21], [22]] and that mitochondrial signals influence numerous cellular processes [[15], [16], [17],^23^]. Signals of particular interest are mitochondrial redox states [17,24] and the mitochondrial membrane potential difference (mt-membrane potential difference or Δ*Ψ*_mt_; [12]) which exert an influence on processes involved in cellular adaptions and physiological outcomes [15]. These processes include alterations in metabolite concentrations [25], mitochondrial reactive oxygen species production [26], the import of proteins into mitochondria [27], and the shaping of cellular calcium (Ca^2+^) signals [28].

Understanding the mechanisms through which functional hypoxia regulates biological outcomes has proved challenging, largely, due to the difficulty to integrate findings under well-controlled and defined O_2_ levels in models varying from isolated mitochondria to intact humans [5]. Nonetheless, the potential for components of the electron transfer system to play key roles in relaying signals for O_2_ sensing are highlighted by the rapid regulation of the system under functional hypoxia [24]. For example, at the onset of functional hypoxia (at only 5 % limitation of respiration by O_2_) there is a steep decline in cytochrome *c* oxidation state [24]. These parallel changes in components of the electron transfer system with respiration render it an appropriate hub for coordinating cellular adaption. How changes in respiration under hypoxia are relayed by the electron transfer system to elicit mitochondrial adaption after hypoxic exposure remains poorly defined. We hypothesized that changes in the mitochondrial electron transfer system could influence key processes that control cellular adaption under hypoxia.

Here we report experiments under conditions of functional hypoxia in carefully chosen and relevant models: isolated mitochondria, myotubes and muscle from exercising humans, and propose that O_2_ control of the mitochondrial electron transfer system reduces muscle mitochondrial Ca^2+^ uptake and thereby regulates mitochondrial adaptive remodeling upon physical exercise.

## 2 Results

### 2.1 Functional hypoxia reduces electron flow through the Q-junction and lowers Δ*Ψ*_mt_

In the first set of experiments, we investigated O_2_ control of mitochondrial electron transfer (Fig. 1A) in isolated mitochondria. The “apparent *K*_m_” or *p*_50_ of mitochondrial respiration – when oxygen partial pressure limits respiration to 50 % of the rate at kinetic oxygen saturation - ranges from 0.01 to 0.10 kPa (∼0.1 to 1 μM O_2_ or 0.08 to 0.8 mmHg) [14]. Therefore, to study O_2_ control of other mitochondrial parameters requires high resolution in the low μM range for O_2_ and sufficient time for the resolution of additional parameters being measured simultaneously [24]. To overcome this challenge, we used a steady-state high-resolution respirometry approach (Fig. 1B and S1) [24]. This allowed us to study functional hypoxia by setting mitochondrial respiration at specific O_2_-limited fractions of maximal O_2_ flux (*J*_max_; Fig. 1B and S1) through the titration of a hydrogen peroxide (H_2_O_2_) solution in the presence of excess catalase in the incubation medium (Fig. 1B and S1). At steady-state oxygen concentrations the rate of H_2_O_2_ injection and conversion of H_2_O_2_ to O_2_ sets the mitochondrial metabolic flux *j*. Maintaining a constant injection flow over a period (typically 3-6 min) allowed us to measure key mitochondrial parameters and functions of interest under steady states of hypoxia (Fig. 1B and S1). Importantly, there is agreement in the O_2_ kinetics observed in aerobic-anaerobic transitions and steady-states [24] making this approach the gold-standard (accurate steady state measurement of O_2_ levels with resolution better than ±1 nM O_2_ [13]; see Methods for further details) to study O_2_ control of mitochondrial electron transfer.

**Fig. 1:**
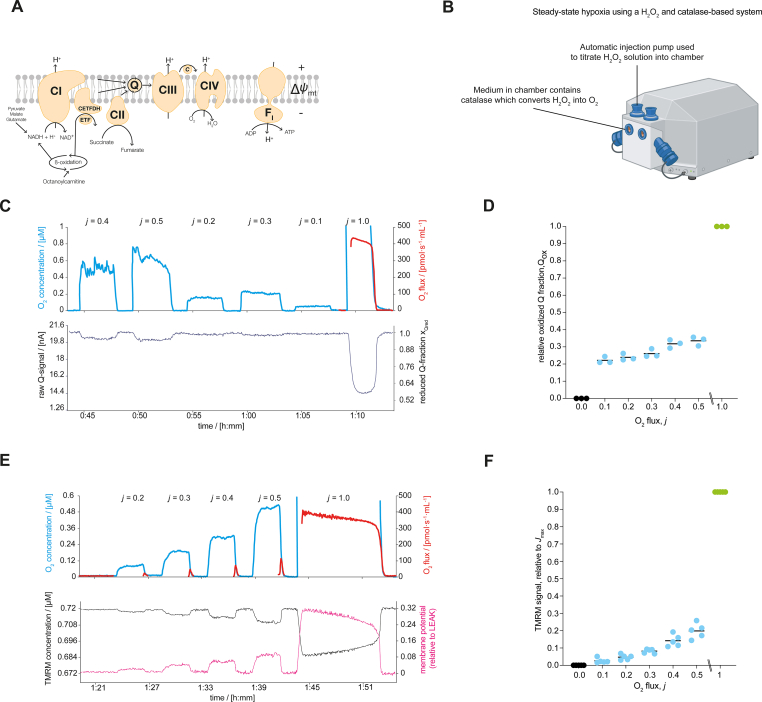
Functional hypoxia reduces the redox state of electron-transfer-reactive Q and lowers the mitochondrial membrane potential difference. A) Schematic representation of mitochondrial electron transfer system and coupling to oxidative phosphorylation (F_1_F_O_-ATPase). Electron transferring flavoprotein ETF is the redox carrier between β-oxidation and the respiratory Complex ETF dehydrogenase, CETFDH [29]. B) Schematic representation of the H_2_O_2_ and catalase-based system for steady-state respirometry used to study functional hypoxia. At steady-state the rate of H_2_O_2_ injection and conversion of H_2_O_2_ to O_2_ sets the mitochondrial metabolic flux *j*. C) Measurement of the redox state of the mitochondrial electron-transfer-reactive Q-pool (Q) under steady-states of hypoxia and at maximal O_2_ flux in isolated mitochondria from mouse cardiac muscle respiring on NADH-linked substrates, succinate, and fatty-acid in the presence of kinetically saturating ADP. D) Relative Q oxidation under anoxia (*j* = 0), functional hypoxia (*j* = 0.1 to 0.5) and at maximal O_2_ flux (*j* = 1) in mitochondria isolated from mouse cardiac muscle (*N* = 3). *j* is the ratio of the experimentally set *J*_O2_ to the measured OXPHOS capacity (*J*_max_). E) Mitochondrial membrane potential difference under steady states of hypoxia and at maximal O_2_ flux in mitochondria isolated from mouse cardiac muscle respiring on NADH-linked substrates, succinate, and fatty acid in the presence of kinetically saturating ADP. Increase in the TMRM concentration indicates a decrease in the mitochondrial membrane potential difference. F) Relative TMRM signal under anoxia (*j* = 0), functional hypoxia (*j* = 0.1 to 0.5) and at maximal O_2_ flux (*j* = 1) in mitochondria isolated from mouse cardiac muscle (*N* = 5). *j* is the ratio of the set *J*_O2_ to the measured OXPHOS capacity (*J*_max_ at kinetically saturating O_2_ concentrations). In panels D and F, the lines represent the means, dots are individual values.

Providing substrates to support convergent electron entry into the Q-junction from oxidation pathways linked to NADH (via Complex I CI), succinate (via Complex II CII) and fatty acid (via electron transferring flavoprotein dehydrogenase Complex [29]) in the presence of saturating ADP concentrations (Fig. 1A) we first measured the redox state of the electron-transfer-reactive coenzyme Q (Q). Using the Q-mimetic coenzyme Q_2_ and a three-electrode system [30], at steady-state levels of hypoxia (limiting respiration to 0.1 to 0.5 *J*_max_), Q was more reduced compared with kinetically saturating O_2_ levels in mitochondria isolated from mouse heart (Fig. 1C, D, S2B) and brain (Figs. S2D and E).

To assess the consequence of oxygen-limited respiration on Δ*Ψ*_mt_ we applied steady-state respirometry using tetramethylrhodamine methyl ester (TMRM) in quench mode (Fig. 1E). Tracking the mt-membrane potential difference across steady states of hypoxia up to kinetically saturating oxygen concentrations revealed that oxygen limitation leads to a reversible depolarization of Δ*Ψ*_mt_ (indicated by increases in the measured TMRM concentration) in mitochondria isolated from mouse heart (Fig. 1E and F). In summary, oxygen limitation of respiration reduces electron flow and oxidative phosphorylation, and lowers the mitochondrial membrane potential difference.

### 2.2 Functional hypoxia reduces mitochondrial Ca^2+^ uptake

One important function of Δ*Ψ*_mt_ is to provide the driving force for Ca^2+^ uptake [31]. Mitochondrial Ca^2+^ influx occurs through the voltage-dependent anion channel (VDAC) on the outer mitochondrial membrane and through the highly selective mitochondrial calcium uniporter (MCU) across the mitochondrial inner membrane [28]. MCU function relies almost completely on two parameters: [Ca^2+^] in the area surrounding the channel and Δ*Ψ*_mt_ [28]. Therefore, we hypothesized that functional hypoxia would reduce mitochondrial Ca^2+^ uptake due to its effect on Δ*Ψ*_mt_.

We investigated mitochondrial Ca^2+^ uptake under functional hypoxia in mitochondria isolated from mouse heart using calcium green [32]. Given that Ca^2+^ can alter the activity of the mitochondrial electron transfer system [33,34] we first determined the conditions under which O_2_ flux was not affected by Ca^2+^. This was a necessary step as our aim was to compare mitochondrial Ca^2+^ uptake at maximal flux (*J*_max_) with Ca^2+^ uptake at a specific reduced fraction of *J*_max_. Any changes in flux due to Ca^2+^ during the measurement period would complicate the interpretation of our results. We therefore performed a sequential stepwise titration of CaCl_2_ (10 μM) whilst monitoring mitochondrial Ca^2+^ uptake simultaneously with O_2_ consumption (Fig. S3A). Mitochondrial Ca^2+^ uptake was stimulated starting at 10 μM CaCl_2_, however, at higher concentrations (starting at 30 μM) mitochondrial respiration was inhibited (Fig. S3A). We therefore tested if a single 20 μM titration of CaCl_2_ at saturating O_2_ concentrations (at *J*_max_) affected respiration. These experiments showed mitochondrial O_2_ flux to be stable for >6 min (Figs. S3B and C).

Based on the preceding test results, 20 μM CaCl_2_ was applied to compare mitochondrial respiration at 0.3 *J*_max_ (*j* = 0.3; Fig. 2A) and at *J*_max_ (*j* = 1.0; Fig. 2B) for 4 min. Mitochondrial Ca^2+^ flux was lower when respiration was limited by O_2_ levels, i.e. in functional hypoxia (Fig. 2C and D). These data are in keeping with the reduced Δ*Ψ*_mt_ as the driving force for Ca^2+^ uptake under hypoxia (Fig. 1E and F). Taken together, our findings indicate that oxygen limitation of oxidative phosphorylation lowered Δ*Ψ*_mt_ and in turn reduced mitochondrial Ca^2+^ flux.

**Fig. 2:**
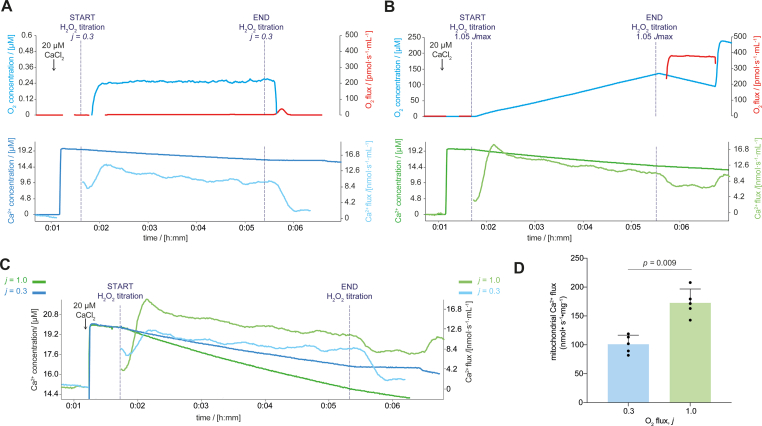
Functional hypoxia reduced mitochondrial Ca^2+^ flux in mitochondria isolated from mouse cardiac muscle. A) Mitochondrial Ca^2+^ flux under steady-state hypoxia. B) Mitochondrial Ca^2+^ flux at maximal O_2_ flux. C) Representative traces of extramitochondrial Ca^2+^ concentration and mitochondrial Ca^2+^ flux at maximal O_2_ flux (*J*_max_, green line) and under functional hypoxia (*j* = 0.3, blue line; superimposed from panels A and B). D) Mitochondrial Ca^2+^ flux under functional hypoxia (*j* = 0.3) and at maximal O_2_ flux (*j* = 1.0; *N* = 5) measured during the final 3 min of the 4-min H_2_O_2_ titration. In panel D the bars represent the means, error bars the standard deviations, dots are individual values.

### 2.3 Myotubes reduce mitochondrial Ca^2+^ uptake under functional hypoxia

The ability of mitochondrial Ca^2+^ uptake to shape cellular events varies by cell type [28]. One cellular process where this plays a key role is muscle contraction [35,36]. In muscle tissue, mitochondrial Ca^2+^ influences not only energy metabolism during contraction [33] but also signalling for adaptive processes such as remodeling of mitochondrial metabolism [37]. Because of this important dual role of mitochondrial Ca^2+^ in muscle physiology, we chose to explore hypoxia further in skeletal muscle tissue.

Having found that functional hypoxia impacts Ca^2+^ flux in mitochondria isolated from mouse heart, we next considered whether hypoxia also exerts control over mitochondrial Ca^2+^ uptake in living cells. To explore this hypothesis, we first performed experiments to assess the culture conditions required to model functional hypoxia in myotubes (Fig. 3A). In most published papers using cellular models, ambient air humidified to 90 % and enriched with 5 % carbon dioxide is used, which represents an oxygen pressure (*p*_O2_ ∼20 kPa at sea-level, ∼18.5 % O_2_) that is higher than that experienced by most tissues *in situ* [20]. There is a growing appreciation that the oxygen levels used in cell culture (with primary cells and cell lines) profoundly affect the observed biological reproducibility and *in vivo* relevance [20]. Given the importance of culturing cells under physiological O_2_ levels to improve *in vivo* relevance we chose to use 5 % O_2_ to mimic normoxic *in vivo* skeletal muscle O_2_ pressure (∼4-8 % O_2_ at an atmospheric pressure ∼100 kPa [11]). Evidence from human skeletal muscle suggests that under ambient hypoxia (fraction of inspired O_2_ = 10 %) *in vivo*, resting skeletal muscle O_2_ pressures are ∼1-3 % O_2_ [11].

**Fig. 3:**
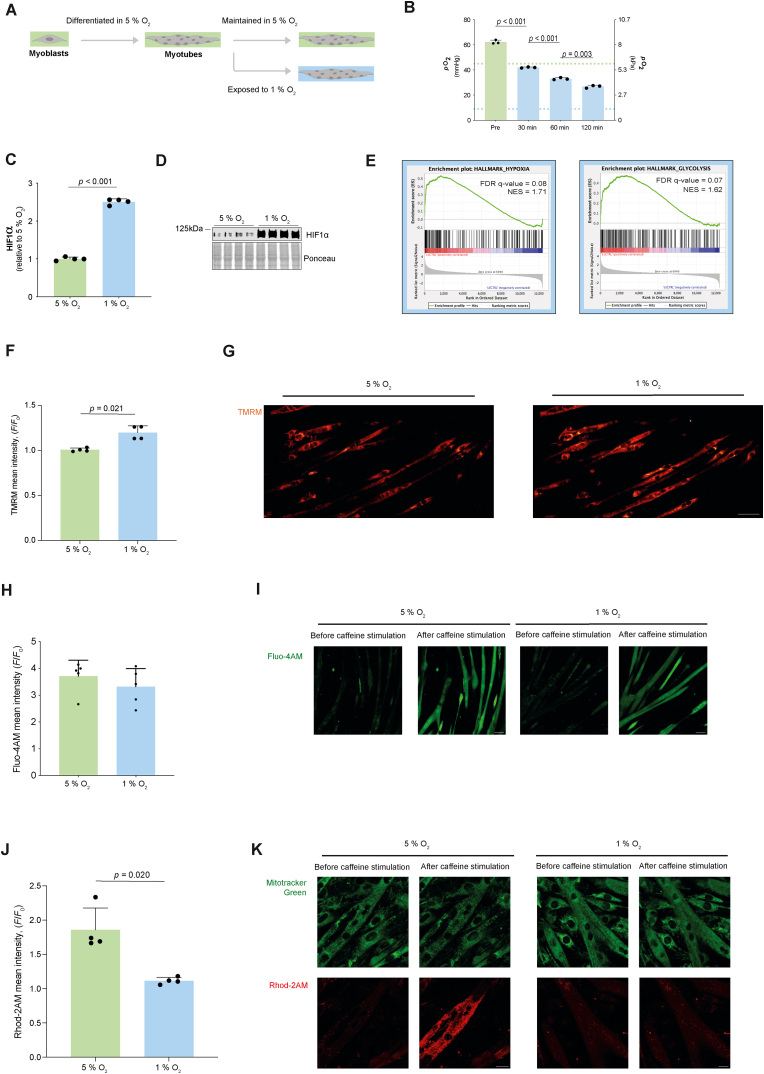
Mitochondrial Ca^2+^ uptake was lower under functional hypoxia in mouse myotubes. A) Culture conditions. B) Partial pressure of O_2_ in culture media upon exposure to 1 % O_2_ in the gas phase (*N* = 3). C) HIF1α protein content in myotubes 120 min after exposure to 1 % O_2_ in the gas phase (*N* = 4). Representative blot of HIF1α with ponceau (loading) stain in myotubes 120 min after exposure to 1 % O_2_ in the gas phase (*N* = 4). E) Hypoxia and glycolysis hallmark gene sets enriched in myotubes 120 min after exposure to 1 % O_2_ compared with 5 % O_2_ in the gas phase (*N* = 6). False discovery rate FDR. Normalized enrichment score NES. F) TMRM mean intensity under 5 % (*t* = 0 min) and after 120 min of exposure to 1 % O_2_ in the gas phase (*t* = 120 min; *N* = 4) in C2C12 myotubes. G) Representative images of C2C12 myotubes stained with TMRM exposed to 5 % or 120 min after exposure to 1 % O_2_ in the gas phase. Scale bar is 50 μm. An increase in the TMRM intensity indicates a decrease in the mitochondrial membrane potential difference. H) Quantification of Fluo-4AM mean intensity in response to caffeine stimulation in myotubes 120 min after exposure to 5 % or 1 % O_2_ in the gas phase (*N* = 5). I) Representative images of C2C12 myotubes stained with Fluo-4AM, exposed to 5 % or 1 % O_2_ and stimulated with caffeine. Scale bar is 50 μm. J) Response of Rhod-2AM fluorescence to caffeine stimulation in C2C12 myotubes 120 min after exposure to 5 % or 1 % O_2_ in the gas phase (*N* = 4). K) Representative images of C2C12 myotubes stained with Mitotracker Green and Rhod-2AM, exposed to 5 % or 1 % O_2_ and stimulated with caffeine. Scale bar is 20 μm. In panels B, C, F, H and J, the bars represent the means, error bars the standard deviations, dots are individual values.

We exposed differentiated myotubes cultured under 5 % O_2_ acutely to 1 % O_2_ in the gas phase and used an optical probe to measure the partial pressure of oxygen (*p*_O2_) in the media. A 2 h exposure was necessary to reduce media *p*_O2_ from normoxia to physiological values known to occur in acute ambient hypoxia in humans ([8]; Fig. 3B). 

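The sequenced RNA came from 24 cultures of C2C12 myotubes, a mouse skeletal muscle line, in 4 groups of 6. They were kept for 2 h under 5 % or 1 % O_2_. They were either left unstimulated (5 % CTRL and 1 % CTRL) or electrically stimulated (5 % STIM and 1 % STIM). The paper's methods place the 2 h before stimulation and state that medium was replaced around it. Whether unstimulated cultures had the same total time and medium change is not stated, so effects of stimulation here may include such differences. The authors made stranded libraries from mRNA, sequenced them from a single end, aligned the reads to the GRCm38 mouse genome with STAR and counted them per gene with RSEM. They deposited the counts divided by the DESeq2 size factor of each library. The smallest step between the values of a library gives back its reads, and 100 % of the values in each library came out as whole reads. These totals lay between 26541858 and 28173745 reads per library, with a median of 27510041 in 5 % CTRL, 27551766 in 1 % CTRL, 27019042 in 5 % STIM and 27021356 in 1 % STIM. Of the 55487 genes listed, 14541 had a normalized count of at least 10 in at least 6 of the 24 libraries, and these were tested. Replicates of a group differed by more than the sampling noise of their counts, with a chi-square per gene of at least 2.54 for each pair of replicates.

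Genes were compared with limma on log2(normalized count + 1) in a single fit of the 4 groups, with Benjamini-Hochberg adjustment over the genes tested. Fold changes are on this log2(normalized count + 1) scale, which understates the change of genes with low counts. The counting is not stated to use the strand, so genes with an antisense neighbour over their exons are uncertain. In place of the Hallmark gene sets, 16 lists of genes were written by hand before the data were examined. Each list was tested by gene set enrichment analysis on the signal-to-noise ratio of the normalized counts, with labels permuted over every split of the 12 libraries compared, Benjamini-Hochberg adjustment over the 16 lists and the paper's threshold of 0.1. A score per library, the mean over the list of each gene's log2 value minus its mean over the 24 libraries, was compared by a two-sided exact permutation test. With 6 libraries against 6, the smallest p this test can give is 0.00216.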

At this timepoint we assessed if O_2_ in the intracellular environment was also decreased by measuring the protein content of the transcription factor HIF1α (which increases exponentially from 5 % to 1 % O_2_ see Ref. [38]) by western blot and performing bulk RNA-sequencing to quantify the expression of gene-sets involved in the cellular response to hypoxia. 

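Between 1 % CTRL and 5 % CTRL, 8708 of the 14541 genes tested had an adjusted p-value under 0.05 in limma, 4271 higher and 4437 lower under 1 % O_2_. An adjusted p-value under 0.01 moved this count most among the alternatives, to 7384 genes. With the libraries rescaled to the same total, 62.67 % of the calls were higher, against 49.05 % with the authors' size factors. The libraries of the groups did not overlap for 5548 genes, where chance gives 0.216 %, or 31.5 genes. In the authors' own deposited comparison, the paper's calls number 3536 higher and 3651 lower genes. Of these, 7134 were also called here in the same direction at an adjusted p-value under 0.01.

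Among genes with a mean of at least 100 in the higher group, Slc2a3 rose most. This glucose transporter gene lies on chromosome 6 from 122727809 to 122801640. Its normalized count was 9.08 ± 3.02 (SD, n = 6) in 5 % CTRL and 221 ± 16.8 (SD, n = 6) in 1 % CTRL, a log2 fold change of 4.52 (standard error 0.22, adjusted p = 5.54e-17 from limma). With a pseudocount of 10, the alternative that moved it most, the log2 fold change was 3.61. Adm, which encodes adrenomedullin and lies on chromosome 7 from 110627661 to 110629820, went from 112 ± 14.1 to 1769.8 ± 47.0 normalized counts, a log2 fold change of 3.97 (standard error 0.08, adjusted p = 1.26e-28 from limma). The gene that fell most by the same criteria was Tnfsf15, on chromosome 4 from 63727084 to 63745113. It had 597 ± 54.5 normalized counts in 5 % CTRL and 122 ± 16.2 in 1 % CTRL, a log2 fold change of −2.29 (standard error 0.09, adjusted p = 3.20e-19 from limma).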

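The hypoxia list, with 68 genes tested, had a normalized enrichment score of 1.66 in 1 % CTRL against 5 % CTRL (permutation p = 0.00216, adjusted p = 0.0115 over the 16 lists). Of its genes, 55 were higher and 6 lower with adjustment over all genes tested, and 61 changed when adjusted over the list alone. Its score was −0.40 ± 0.03 (SD, n = 6) in 5 % CTRL and 0.54 ± 0.01 (SD, n = 6) in 1 % CTRL. The difference of 0.94 was larger than the spread between replicates, as no library of one group reached the other group (exact permutation test, p = 0.00216, adjusted p = 0.00433 over the 16 lists). The alternative that moved the enrichment most, log2 values for the signal-to-noise ratio, gave an adjusted permutation p of 0.173. On log2 values a floor on the SD outweighs the spread between replicates of most genes, so this ratio weighs changes against mean expression. The 8 alternatives set beforehand ranged from 4.58e-23 to 0.173. The score moved most when the median over genes replaced the mean, to a difference of 0.62.

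For the glycolysis list, with 30 genes tested, the normalized enrichment score was 1.54 (permutation p = 0.00866, adjusted p = 0.0346 over the 16 lists). Here 22 genes were higher and 6 lower, with 28 changed when adjusted over the list alone. Its score rose from −0.27 ± 0.04 to 0.43 ± 0.03, again without overlap between the groups (exact permutation test, p = 0.00216, adjusted p = 0.00433). The enrichment passed the threshold of 0.1 neither with log2 values (adjusted permutation p = 0.173) nor without the genes shared with other lists (adjusted permutation p = 0.139), in a range from 4.62e-19 to 0.173 over 8 alternatives. That last setting leaves 10 genes. Slc2a1, which belongs to the list, went from 2813 ± 117 to 12888 ± 269 normalized counts, a log2 fold change of 2.20 (standard error 0.03, adjusted p = 1.21e-32 from limma). It lies on chromosome 4 from 119108711 to 119137983, and 0.834 % of its exon sequence in words of 75 bases is shared with an antisense gene. Pfkfb3, on chromosome 2 from 11471433 to 11554077, went from 966 ± 79.7 to 4765 ± 141 (log2 fold change 2.30, standard error 0.04, adjusted p = 9.58e-30 from limma). The paper uses the expression of such gene sets, together with HIF1α protein, to assess whether O_2_ had also decreased inside the cells.

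**Figure D1:**
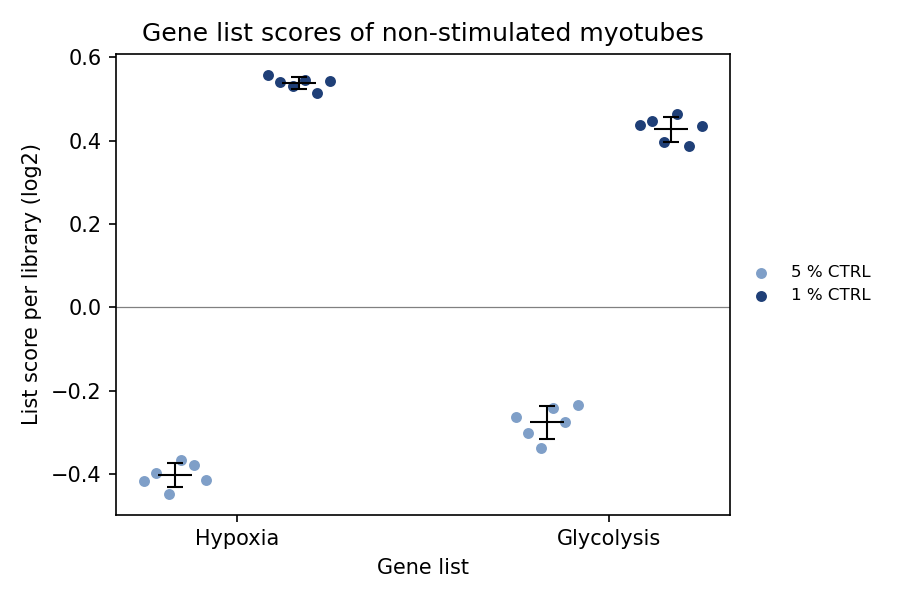
Score of the hypoxia and glycolysis lists per library, in log2 units, for 5 % CTRL and 1 % CTRL. Points are libraries (n = 6 per group), and black lines and bars are the mean ± SD. The 1 % CTRL mean is 0.54 for the hypoxia list and 0.43 for the glycolysis list, against −0.40 and −0.27 in 5 % CTRL.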

HIF1α protein (Fig. 3C-D) and the “Hypoxia” and “Glycolysis” hallmark gene-sets (Fig. 3E, Dataset S1) were among those enriched in myotubes exposed to 1 % compared with 5 % O_2_.

To test whether these conditions were functionally hypoxic we used confocal microscopy to perform live imaging on myotubes under 5 % and 1 % O_2_ to measure the Δ*Ψ*_mt_. Functional hypoxia decreased the Δ*Ψ*_mt_ (see data from isolated mitochondria in Fig. 1C and D). Indeed a 2 h exposure to 1 % increased the TMRM mean intensity indicating a decreased Δ*Ψ*_mt_ (Fig. 3F and G). As observed in isolated mitochondria this depolarization of Δ*Ψ*_mt_ was reversible and Δ*Ψ*_mt_ was rapidly restored by increasing O_2_ (Fig. S4A). Therefore, we used these culture conditions to assess the effect of functional hypoxia on Ca^2+^ dynamics in myotubes.

First, we examined if hypoxia affected Ca^2+^ release and myotube contraction. Using the cytosolic Ca^2+^ indicator Fluo-4AM and mitochondrial Ca^2+^ indicator Rhod-2AM we stimulated myotubes with 2.5 mM caffeine in the absence of extracellular Ca^2+^ to trigger Ca^2+^ release from the sarcoplasmic reticulum. There were no differences in cytosolic Ca^2+^ in response to caffeine stimulation under 5 % or 1 % O_2_ (Fig. 3H and I). However, mitochondrial Ca^2+^ uptake was lower in response to caffeine stimulation under 1 % compared with 5 % O_2_ (Fig. 3J and K) and occurred in the absence of changes of MCU protein content (Figs. S4B and C) although alterations in MCU activity due to other regulatory factors cannot be ruled out (e.g., mitochondrial calcium uptake protein (MICU); [39]). The conceptually simplest interpretation of these data is that in living cells mitochondrial Ca^2+^ uptake is reduced under hypoxia due to membrane depolarization.

### 2.4 Functional hypoxia alters mitochondrial adaptive responses to contractions in mouse myotubes and human skeletal muscle

Our data support a model whereby a reduction in Δ*Ψ*_mt_ under hypoxia decreases muscle mitochondrial Ca^2+^ uptake in response to Ca^2+^ release from the sarcoplasmic reticulum. This process is critical for the muscle response and metabolic remodeling upon muscle contraction including increased protein content of OXPHOS subunits and mitochondrial supercomplex formation [37]. Therefore, we decided to test whether these immediate changes under functional hypoxia could influence mitochondrial adaptions following a period of recovery in normoxia. To do so, we first performed experiments in electrically stimulated C2C12 myotubes (Fig. 4A). This electrical stimulation protocol induces Ca^2+^ release from the sarcoplasmic reticulum, myotube contractions, mitochondrial Ca^2+^ uptake (Videos S1, S2) and elicits mitochondrial adaptions under culture conditions with ∼18.5 % O_2_ [37].

**Fig. 4:**
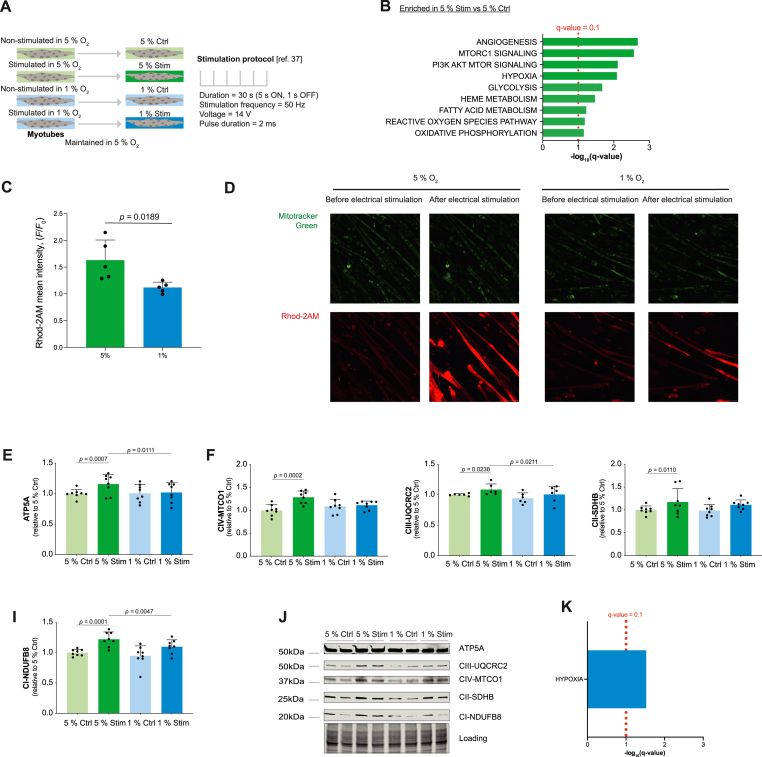
Functional hypoxia altered mitochondrial calcium uptake and mitochondrial responses to contractions in mouse myotubes. A) Culture conditions and electrical stimulation protocol. B) Hallmark gene sets enriched in myotubes immediately after stimulation in 5 % O_2_ compared with non-stimulated myotubes (*N* = 6). C) Response of Rhod-2AM fluorescence to electrical stimulation in C2C12 myotubes 120 min after exposure to 5 % or 1 % O_2_ in the gas phase (*N* = 4). D) Representative images of C2C12 myotubes stained with Mitotracker Green and Rhod-2AM, exposed to 5 % or 1 % O_2_ and electrically stimulated using the protocol shown in panel A. Images are taken immediately before- and after the electrical stimulation protocol. Scale bar is 50 μm. E-I) ATP5A (E), CIV-MTCO1 (F), CIII-UQCRC2 (G), CII-SDHB (H) and CI-NDUFB8 (I) protein content in C2C12 myotubes 48 h after stimulation (*N* = 7). J) Representative blot of ATP5A, CIII-UQCRC2, CIV-MTCO1, CII-SDHB and CI-NDUFB8 with loading total protein stain from C2C12 myotubes 48 h after stimulation. K) Hallmark gene sets enriched in myotubes immediately after stimulation in 1 % O_2_ compared with myotubes stimulated in 5 % O_2_ (*N* = 6). In panels B and K the bar represents the false discovery rate (FDR) for the specified group comparison. In panels C and E-I, the bars represent the means, error bars the standard deviations, dots are individual values.

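Immediately after stimulation in 5 % O_2_, 3115 of 14541 genes tested had an adjusted p-value under 0.05 in limma compared with unstimulated myotubes, 1372 higher and 1743 lower. At an adjusted p-value under 0.01, 1944 genes changed. With the libraries rescaled to the same total, 62.15 % of the calls were higher, against 44.04 % with the authors' size factors. The libraries of 5 % STIM and 5 % CTRL did not overlap for 1611 genes.

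The gene that rose most was the chemokine gene Cxcl1, on chromosome 5 from 90891241 to 90893115. Its normalized count was 7.19 ± 4.42 (SD, n = 6) in 5 % CTRL, with 1 library at 0, and 3239 ± 767 (SD, n = 6) in 5 % STIM, where replicate 4 lay apart at 4673. Its log2 fold change was 8.95 (standard error 0.43, adjusted p = 7.13e-13 from limma), and 7.58 with a pseudocount of 10. Ccl2, on chromosome 11 from 82035571 to 82037453, went from 21.1 ± 5.78 to 1988 ± 407, a log2 fold change of 6.50 (standard error 0.17, adjusted p = 1.31e-21 from limma). Depp1, on chromosome 6 from 116650609 to 116652794, fell most. It had 390.4 ± 41.8 normalized counts in 5 % CTRL and 98.2 ± 14.5 in 5 % STIM, where replicate 2 lay apart at 127, a log2 fold change of −1.98 (standard error 0.09, adjusted p = 1.55e-18 from limma).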

Supplementary video related to this article can be found at https://doi.org/10.1016/j.redox.2024.103037

The following is/are the supplementary data related to this article:

Video S1 (separate file). Live imaging of cytosolic calcium in response to electrical stimulation in myotubes. Myotubes stained with the cytosolic Ca^2+^ indicator Fluo-4AM. Electrical pulses (voltage: 14 V, pulse duration: 2 ms) sent at 0.75 Hz for ∼35 s starting at ∼10 s. The frame rate is 3.79 frames per s. Images are taken in one focal plane and were recorded simultaneously with those shown in Video S2. Video S1

Video S2 (separate file). Live imaging of mitochondrial calcium in response to electrical stimulation in myotubes. Myotubes stained with the mitochondrial Ca^2+^ indicator Rhod-2AM. Electrical pulses (voltage: 14 V, pulse duration: 2 ms) sent at 0.75 Hz for ∼35 s starting at ∼10 s. The frame rate is 3.79 frames per s. Images are taken in one focal plane and were recorded simultaneously with those shown in Video S1. Video S2

Therefore, we first explored the response of mitochondria to six 30 s bouts of electrical stimulation at 50 Hz under 5 % O_2_ (Fig. 4A). 

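Genes for nuclear-encoded subunits of oxidative phosphorylation formed a list of 78 genes. In 5 % STIM against 5 % CTRL its normalized enrichment score was 1.30 (permutation p = 0.281, adjusted p = 0.450 over the 16 lists), which did not pass the threshold of 0.1. Of its genes, 64 had a log2 fold change above 0, with a median of 0.11. Adjusted over all genes tested, 2 were higher and 2 lower, 0 changed when adjusted over the list alone, and 22 had an unadjusted p-value under 0.05. The list's score was −0.07 ± 0.12 (SD, n = 6) in 5 % CTRL and 0.077 ± 0.037 (SD, n = 6) in 5 % STIM. The difference of 0.15 passed the exact permutation test (p = 0.0130, adjusted p = 0.0260 over the 16 lists), with 6 of 6 stimulated libraries above the mean of the unstimulated ones. The same score followed a trend with gene length between libraries, and with that trend as a covariate the difference was 0.067 (standard error 0.018). Of the 8 alternatives set beforehand for the enrichment, camera with its preset correlation passed the threshold (adjusted p = 0.00059), in a range from 0.00059 to 0.596.

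Ndufa12, on chromosome 10 from 94198720 to 94221443, rose most within this list. It went from 498 ± 83.0 to 689 ± 36.9 normalized counts, a log2 fold change of 0.48 (standard error 0.15, adjusted p = 0.0224 from limma), and 14.6 % of its exon sequence is shared with a near-identical copy. Cox6b1 had a log2 fold change of 0.23 (standard error 0.08, adjusted p = 0.0379 from limma). The log2 fold changes of Cycs and Sdha were −0.16 (adjusted p = 0.0314 from limma) and −0.10 (adjusted p = 0.0138 from limma). With libraries rescaled to the same total these became −0.13 (adjusted p = 0.0803 from limma) and −0.07 (adjusted p = 0.0739 from limma). Copies of Cycs elsewhere in the genome share 23.9 % of its exon sequence.

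Among lists for other responses to exercise, fatty acid oxidation had a normalized enrichment score of 1.61 in the same comparison (permutation p = 0.00866, adjusted p = 0.0462). This did not hold with log2 values (adjusted permutation p = 0.539) or without shared genes (adjusted permutation p = 0.199), in a range from 8.93e-09 to 0.539. Its score rose by 0.15 (exact permutation test, p = 0.00433, adjusted p = 0.00989), and by 0.056 to 0.148 under the alternatives set beforehand for list scores. The normalized enrichment scores of the antioxidant, angiogenesis and hypoxia lists were 1.45, 1.36 and 1.31, with adjusted permutation p of 0.194, 0.229 and 0.254. Without the filter on low counts each of these 3 lists passed the threshold, with an adjusted permutation p of 0.0962. Their alternatives ranged from 3.76e-07 to 0.409, from 3.68e-07 to 0.539 and from 0.0560 to 0.828. The scores of the antioxidant and angiogenesis lists rose by 0.16 and 0.12, in both without overlap between the groups (exact permutation test, p = 0.00216, adjusted p = 0.00577). Under the alternatives for list scores these rises were 0.141 to 0.161 for antioxidant and 0.057 to 0.118 for angiogenesis. The hypoxia list's score rose by 0.040 (exact permutation test, p = 0.0563, adjusted p = 0.0750), with 18 of its genes higher and 15 lower, and 36 changed when adjusted over the list alone. For glycolysis the normalized enrichment score was −0.828 (adjusted permutation p = 0.727) and the difference in score −0.037 (exact permutation test, p = 0.258, adjusted p = 0.294). Its alternatives ranged from 0.0291 with fry to 1.00. In 5 % STIM, replicate 1 lay apart with a glycolysis score of −0.44. The others lay between −0.30 and −0.28, within the range of 5 % CTRL (−0.34 to −0.23), so the lower mean leans on replicate 1. Hmox1, on chromosome 8 from 75093621 to 75100589 and in both the hypoxia and the antioxidant list, rose from 1848 ± 87.4 to 3424 ± 205 normalized counts (log2 fold change 0.89, standard error 0.04, adjusted p = 5.89e-18 from limma).

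**Figure D2:**
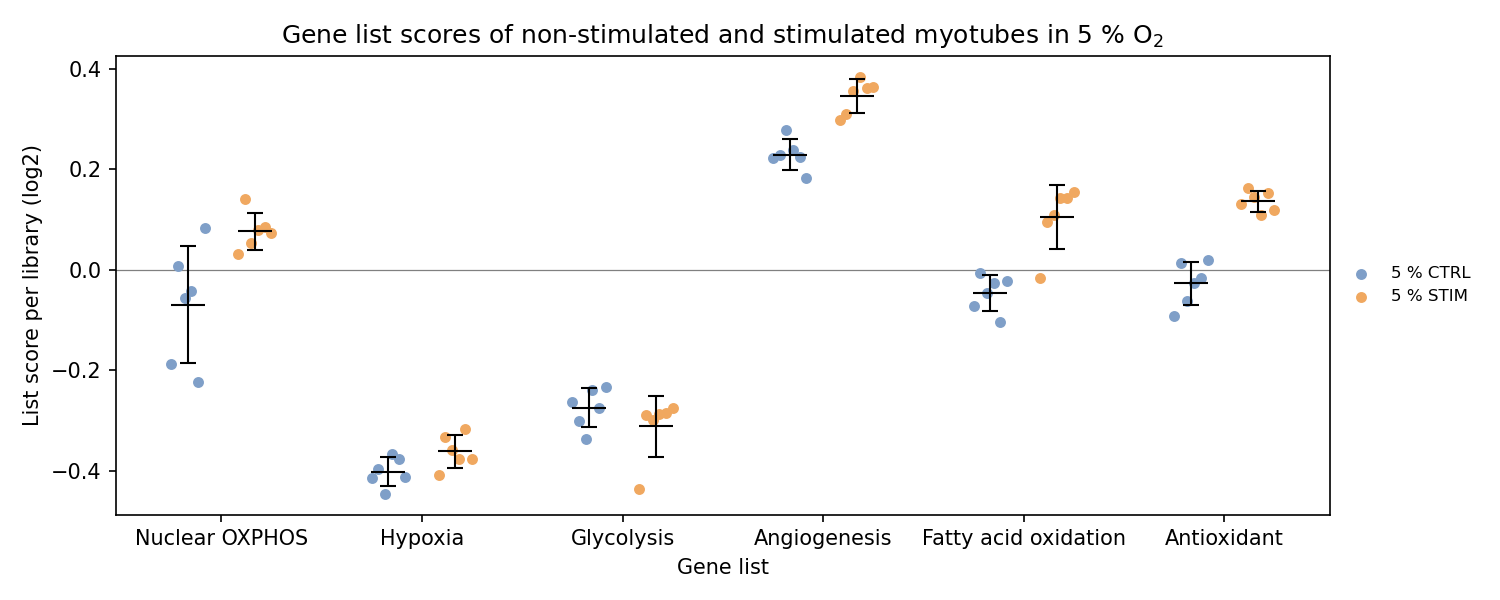
Scores per library, in log2 units, of 6 lists in unstimulated (5 % CTRL) and stimulated (5 % STIM) myotubes. Points are libraries (n = 6 per group), and black lines and bars are the mean ± SD. The difference between the group means is 0.15 for nuclear-encoded oxidative phosphorylation and for fatty acid oxidation, 0.16 for antioxidant, 0.12 for angiogenesis, 0.040 for hypoxia and −0.037 for glycolysis.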

Compared with non-stimulated controls, the electrical stimulation increased the transcripts of many gene sets that are hallmarks of the response to intense exercise including “Oxidative phosphorylation” (Fig. 4B), mitochondrial Ca^2+^ accumulation (Fig. 4C-D) and induced pyruvate dehydrogenase dephosphorylation (PDH; an indirect readout of mitochondrial Ca^2+^ uptake; Figs. S4E–F; [37]) immediately after stimulation. Moreover, electrical stimulation increased the protein content of OXPHOS subunits 48 hours later (Fig. 4E-J) as reported for myotubes in ∼18.5 % O_2_ [37], and similar to the response of human skeletal muscle to sprint interval training in normoxia [37].

Applying the same electrical stimulation protocol to myotubes in hypoxia led to an enrichment of transcripts in the “Hypoxia” gene set (Fig. 4K, Dataset S1) and altered lipid metabolism (as measured by mass-spectrometry see Methods; Figs. S4G–H, Dataset S2) but not glucose uptake (assessed using a glucose uptake assay see Methods; Fig. S4I) compared with stimulation in 5 % O_2_. 

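In 1 % STIM compared with 5 % STIM, 8346 genes had an adjusted p-value under 0.05 in limma, 4210 higher and 4136 lower. With the libraries rescaled to the same total, 63.21 % of the calls were higher, against 50.44 % with the authors' size factors. The hypoxia list had a normalized enrichment score of 1.64 in this comparison (permutation p = 0.00216, adjusted p = 0.0115 over the 16 lists). Of its 68 genes, 45 were higher and 9 lower, and 54 changed when adjusted over the list alone. The list of the Reactome pathway for the response to hypoxia did not pass the threshold of 0.1 (adjusted permutation p = 0.194), in a range from 7.48e-19 to 0.194 over the alternatives set beforehand. That pathway has 19 genes tested and shares 3 with the hypoxia list, so it is mostly a test of other genes. The score of the hypoxia list was −0.36 ± 0.03 (SD, n = 6) in 5 % STIM and 0.23 ± 0.04 (SD, n = 6) in 1 % STIM, a difference of 0.59 without overlap between the groups (exact permutation test, p = 0.00216, adjusted p = 0.00346 over the 16 lists).

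Adm had 86.7 ± 13.2 normalized counts in 5 % STIM and 1061 ± 79.6 in 1 % STIM, a log2 fold change of 3.61 (standard error 0.08, adjusted p = 3.72e-27 from limma). Ankrd37, on chromosome 8 from 45996902 to 46005707, had 32.8 ± 6.56 and 396 ± 71.7 normalized counts (log2 fold change 3.56, standard error 0.13, adjusted p = 8.45e-19 from limma). It is uncertain, since 13.3 % of its exon sequence is shared with the antisense gene Lrp2bp. For Slc2a3 the normalized counts were 10.03 ± 3.98 and 117 ± 13.9, a log2 fold change of 3.53 (standard error 0.22, adjusted p = 2.68e-14 from limma).

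**Figure D3:**
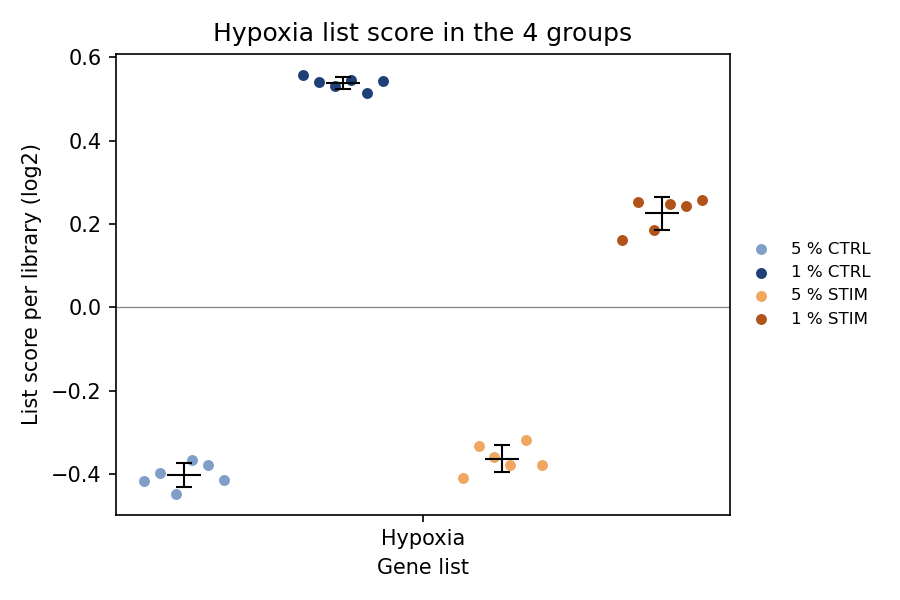
Score of the hypoxia list per library, in log2 units, in the 4 groups. Points are libraries (n = 6 per group), and black lines and bars are the mean ± SD. The means are −0.40 in 5 % CTRL, 0.54 in 1 % CTRL, −0.36 in 5 % STIM and 0.23 in 1 % STIM.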

Dihydroceramides which increase rapidly upon hypoxic exposure [40] were the only lipid-class significantly affected by hypoxia (Fig. S4H). Stimulation in 1 % O_2_ resulted in less mitochondrial Ca^2+^ accumulation (Fig. 4C-D) and blunted PDH dephosphorylation (Figs. S4E–F) compared with stimulation in 5 % O_2_, suggesting reduced mitochondrial Ca^2+^ uptake during contractions under hypoxia. Additionally, we observed that hypoxia blunted increases in oxidative phosphorylation protein complexes 48 hours after stimulation (Fig. 4E-J) possibly a result of reduced mitochondrial Ca^2+^ uptake during the contractions.

Finally, to examine if hypoxia influenced adaptions to muscle contractions in humans, we collected data from a single session of sprint interval training (SIT) in hypoxia in eight healthy young male participants and compared these results with published data under normoxia (fraction of inspired O_2_ F_i_O_2_ = 20.9 %; [37]). During maximal exercise in ambient normoxia mitochondrial respiration in leg muscle is likely limited up to ∼5 % [7], therefore we chose to use a fraction of inspired O_2_ of 14 % to model functional hypoxia as this has been shown to limit both whole-body- and single leg-oxygen consumption during exercise to a greater extent than normoxia [9,[41], [42], [43], [44]]. The SIT hypoxia group underwent the same experimental protocol as the SIT normoxia group (Fig. 5A; see also [37]) with the exception that the F_i_O_2_ was reduced for the exercise session (5-min warm-up and six all-out 30 s sprints separated by 4-min of rest (Fig. 5A; see also [37]). The protocol included neuromuscular function assessments and *vastus lateralis* muscle biopsy collection before, immediately after, and 24 hours after the exercise session (Fig. 5A; [37]).

**Fig. 5:**
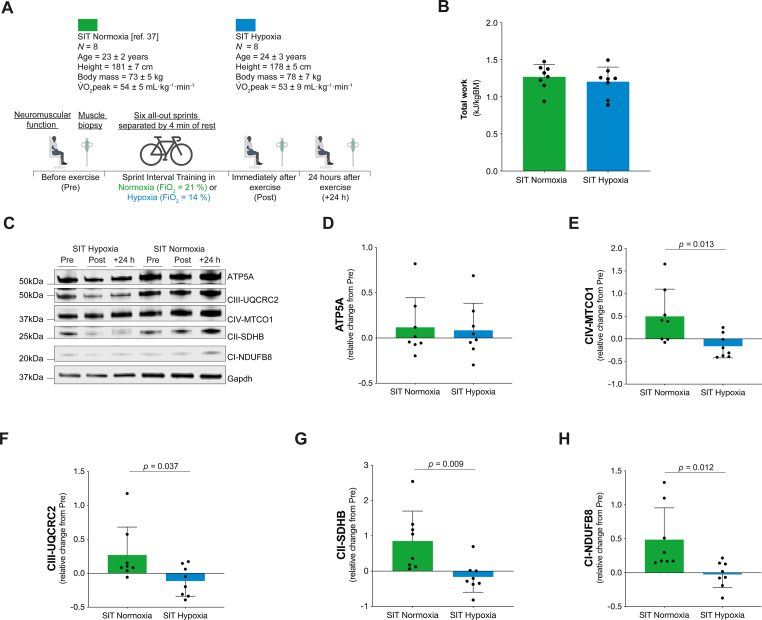
Functional hypoxia altered mitochondrial responses to contractions in human skeletal muscle. A) Human exercise study protocol. B) Total work performed (expressed relative to body mass) during the SIT session (*N* = 8). C) Representative blot of ATP5A, CIII-UQCRC2, CIV-MTCO1, CII-SDHB, CI-NDUFB8 and Gapdh (loading control) from human *vastus lateralis* biopsies. D-H) Relative changes in ATP5A (D), CIV-MTCO1 (E), CIII-UQCRC2 (F), CII-SDHB (G) and CI-NDUFB8 (H) protein content from Pre to +24 h in human *vastus lateralis* biopsies (*N* = 8). In panels B and D-H, the bars represent the means, error bars the standard deviations, dots are individual values.

Performing the exercise in normobaric hypoxia reduced blood oxygen saturation (Figs. S5A–E) but did not affect exercise performance (Figs. S5F and G), work performed during the session (Fig. 5B), or the extent and etiology of knee extensor neuromuscular fatigue after the session (Fig. S5H-O, [37]). However, hypoxia blunted the previously reported [37] increases in respiratory Complexes CI, CII, CIII and CIV after exercise (Fig. 5C-H, [37]). These data suggest that the role of hypoxia on the adaptions of mitochondria to exercise training may be linked to reduced mitochondrial Ca^2+^ uptake.

## 3 Discussion

Mitochondrial respiration extends beyond ATP generation – with the organelle participating in many cellular and physiological processes [15]. How changes in respiration under functional hypoxia are relayed by the electron transfer system to elicit mitochondrial adaption to hypoxic exposure remain poorly defined. Studies with isolated mitochondria describing parallel changes in redox components of the mitochondrial electron transfer system with respiration [24] render it an appropriate hub for coordinating cellular adaption to changes in oxygen levels. Advancements in understanding the mechanisms through which hypoxia regulates biological outcomes has proved challenging, largely, due to the difficulty to integrate studies of isolated mitochondria under well-controlled and defined O_2_ levels to hypoxia in intact humans. Here we performed experiments under conditions of functional hypoxia (i.e., when O_2_ levels limit mitochondrial respiration; [5]) in carefully chosen and relevant models: isolated mitochondria, myotubes and exercising humans. Our findings in isolated mitochondria and myotubes suggest that O_2_ control of mitochondrial oxidative phosphorylation can relay changes in respiration and reduce mitochondrial Ca^2+^ uptake. We propose that alteration of this mitochondrial Ca^2+^ signal may influence how muscle mitochondria adapt after contractions in conditions of functional hypoxia.

Historically, addressing questions under conditions of functional hypoxia has been challenging due to the low μM O_2_ conditions required to limit mitochondrial respiration [5,6,24]. As an example, some previous studies [45,46] have investigated *“hypoxia”* albeit using effectively “hyperoxic” conditions where there is no oxygen limitation of mitochondrial respiration (i.e., “functionally normoxic”) [5]. Comparing control (200 μM O_2_) and *“hypoxic”* conditions (50 μM O_2_) in isolated mitochondria from rat hearts revealed no changes in Δ*Ψ*_mt_ or mitochondrial Ca^2+^ [45] in contrast to the results reported here showing lowered Δ*Ψ*_mt_ (Fig. 1E and F) and reduced mitochondrial Ca^2+^ flux (Fig. 2) under functional hypoxia (mitochondrial respiration at specific O_2_-limited fractions of maximal O_2_ flux). Only one study [47] has previously investigated mitochondrial Ca^2+^ uptake under low-oxygen levels. In rat cardiomyocytes electrically stimulated under *anoxia* (*p*_O2_ limit of detection <0.003 kPa; [48]) mitochondrial Ca^2+^ was not increased when the cells entered a state of rigor after 30-40 min [47]. We did not specifically investigate mitochondrial Ca^2+^ flux under anoxia, but we did not detect Ca^2+^ uptake after titration of CaCl_2_ under anoxia (Fig. 2A-C). Although it is very well established under anoxia that collapse or decline of the protonmotive force can have drastic consequences on mitochondrial ATP generation, here we went beyond this and quantitatively studied partial oxygen limitation of respiration using a method to set oxygen flux. Increasing O_2_ levels above anoxia, we then detected mitochondrial Ca^2+^ flux (Fig. 2). This flux was reduced by ∼35 % in isolated mitochondria when mitochondrial respiration was oxygen-limited at 0.3 relative to *J*_max_. In myotubes, mitochondrial Ca^2+^ accumulation was also reduced under hypoxia in response to sarcoplasmic reticulum Ca^2+^ release (Fig. 3J and K). The observed reduction in mitochondrial Ca^2+^ flux of ∼35 % in response to 20 μM CaCl_2_ in isolated mitochondria would equate to a reduction in Δ*Ψ*_mt_ from 160 to ∼110 mV (see Fig. 1c in Ref. [31]).

Although we did not use a method that allowed us to calculate Δ*Ψ*_mt_ in terms of absolute transmembrane potential differences ([mV]; e.g., Ref. [49]), we did obtain information on changes in Δ*Ψ*_mt_ under steady states of hypoxia in isolated mitochondria (Fig. 1E and F) and myotubes (Fig. 3F and G). We found that under hypoxia there was a depolarization of the Δ*Ψ*_mt_ (Figs. 1F and 3F). The relative changes in TMRM signal under hypoxia compared with kinetically saturating oxygen levels in mitochondria isolated from mouse heart and 5 % O_2_ in skeletal muscle myotubes were 5- and 1.25-fold, respectively. Although we cannot provide an explanation for this difference it is likely not due to an altered plasma membrane potential difference which is unaffected even after 30 min of *anoxia* (<1 nM O_2_ combined with lactate efflux inhibition) in rat cardiomyocytes [50]. The depolarization of Δ*Ψ*_mt_ (relative change in TMRM signal) in myotubes after 2 h of exposure to 1 % O_2_ (∼10 mmHg or 1.3 kPa) in the gas phase is less than that reported after 40 minutes of *ischemia* (measured *p*_O2_ < 2 mmHg or 0.3 kPa) in rat cardiomyocytes [12]. Taken together, these results support the notion that hypoxia reduces mitochondrial Ca^2+^ uptake via Δ*Ψ*_mt_.

The change in Δ*Ψ*_mt_ under functional hypoxia in isolated mitochondria occurred with a ∼4-fold greater reduction of the Q-pool compared with functional hypoxia (Fig. 1C and D). This result is consistent with a pronounced reduction of the cytochromes *aa*_3_, *b* and *c* under steady-state hypoxia [24], and an increased NAD(P)H reduction after 40 min of ischemia in Chouchani et al. [12].

On the other hand, the ∼4-fold greater reduction of Q under functional hypoxia compared with functional normoxia contrasts with previous reports. Using mass-spectrometry to measure coenzyme Q reduction from mouse hearts after 30-min *ischemia* there were no changes in coenzyme Q redox state [51] whereas there was a ∼1.5- to 2-fold increase in reduction of Q in cardiomyocytes [50]. These discrepancies most likely arise from the different methods (electrochemical Q-sensor versus Q-extraction method) and preparations (isolated mitochondria or whole tissue/cells). Whereas these fold changes in isolated mitochondria and cells do not necessarily align, there does seem to be a current consensus in the literature cited above that under functional hypoxia the electron transfer system is more reduced. Numerous reports have unraveled the role of metabolites and reactive oxygen species in relaying this information to influence cellular adaption. Here, we suggest that Ca^2+^ may be the relay for altered mitochondrial adaption to muscle contraction under hypoxia.

We observed that hypoxia blunted the increase in protein content of OXPHOS Complexes after muscle contractions (Fig. 4E-J, 5C-H). Indeed, direct measurements of mitochondrial Ca^2+^, an important signal for cellular adaption, after contractions showed reduced mitochondrial Ca^2+^ accumulation under hypoxia (Fig. 4C-D). Further supporting the notion that Ca^2+^ may be the relay for altered adaption, the response of OXPHOS proteins observed in the present study is similar to what was observed in response to contractions in myotubes with reduced MCU protein content [37]. Whether this alteration in mitochondrial Ca^2+^ equilibrium is due to changes in influx [28,39] or efflux [52] cannot be fully determined. But our data showing that under experimental conditions of increased extramitochondrial Ca^2+^ there is a blunted increase in free mitochondrial Ca^2+^, suggesting that it is reduced mitochondrial Ca^2+^ uptake due to a lower Δ*Ψ*_mt_ that leads to less free mitochondrial Ca^2+^.

Logically it is tempting to suggest that targeting the MCU to increase mitochondrial Ca^2+^ uptake under hypoxia might recover the blunted response of OXPHOS proteins after a period of recovery. However, mitochondrial Ca^2+^ can stimulate or inhibit mitochondrial respiration depending on the concentration in the matrix [34], and Ca^2+^ influences the mt-membrane potential difference [53]. Stimulating respiration under hypoxia could drive the cells towards “deeper” hypoxia and increasing matrix Ca^2+^ concentration could potentially collapse Δ*Ψ*_mt_, halting oxidative phosphorylation [54]. Therefore, the logic of simply increasing mitochondrial Ca^2+^ uptake under hypoxia to improve the response of OXPHOS proteins after a single session of exercise may not be so straightforward, and other studies suggest this may not be necessary. For example, chronic exercise training studies comparing training in hypoxia with normoxia show that the changes in whole-body *V*_O2_ and muscle mitochondrial respiration are similar after several weeks [55].

Although our data suggest a role for reduced mitochondrial Ca^2+^ uptake in the response of muscle mitochondria to contractions under hypoxia, other factors contribute. For example, hypoxia has been shown to impair muscle protein synthesis [56] and induce signalling via other pathways e.g., the HIF pathway [38] which was activated in myotubes (Fig. 3, Fig. 4K). It would seem logical that when exposed to hypoxia the system activates pathways to promote adaption of other metabolic pathways e.g., glycolysis (Fig. 3E) at the expense of mitochondrial oxidative phosphorylation [57,58]. But how exactly could a reduced mitochondrial Ca^2+^ flux contribute to this? 

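The transcript of Hif1a itself, on chromosome 12 from 73901375 to 73947530, had 4092 ± 197 normalized counts (SD, n = 6) in 5 % CTRL and 5143 ± 347 (SD, n = 6) in 1 % CTRL. This is a log2 fold change of 0.33 (standard error 0.04, adjusted p = 7.14e-09 from limma). In stimulated myotubes it had 4286 ± 212 normalized counts under 5 % O_2_ and 4959 ± 193 under 1 % O_2_, a log2 fold change of 0.21 (standard error 0.04, adjusted p = 2.23e-05 from limma). A difference between these 2 responses to O_2_ was not detectable with 6 libraries per group (−0.12, standard error 0.06, adjusted p = 0.182 from limma's interaction contrast). Genes that overlap Hif1a share 4.46 % of its exon sequence. The paper names signalling by this pathway among the other factors that contribute to the response of muscle mitochondria to contractions under hypoxia.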

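In the unstimulated myotubes, the 78 genes for nuclear-encoded subunits of oxidative phosphorylation had a normalized enrichment score of 0.884 in 1 % CTRL against 5 % CTRL (permutation p = 0.636, adjusted p = 0.679 over the 16 lists). Of these, 7 were higher and 1 lower, and 4 changed when adjusted over the list alone. The Reactome pathway gave a score of the opposite sign, −0.450 (adjusted permutation p = 0.864). The list's score per library was −0.07 ± 0.12 (SD, n = 6) in 5 % CTRL and 0.014 ± 0.20 (SD, n = 6) in 1 % CTRL, with 5 of 6 libraries of 1 % CTRL above the mean of 5 % CTRL. The difference of 0.084 was within the spread between replicates (exact permutation test, p = 0.413, adjusted p = 0.441). Under settings chosen after seeing the data, the difference was 0.16 without replicate 1 of 1 % CTRL (exact permutation test, p = 0.0216), 0.16 with libraries rescaled to the same total (exact permutation test, p = 0.123) and 0.054 with the trend with gene length removed from each library (exact permutation test, p = 0.442). With the length slope of each library as a covariate it was 0.0337 (standard error 0.0175).

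For the 13 subunits encoded by the mitochondrial genome, the normalized enrichment score was −1.28 (permutation p = 0.193, adjusted p = 0.354), and 8 of them were lower, also when adjusted over the list alone. The threshold of 0.1 was passed without the filter on low counts (adjusted permutation p = 0.0693), with camera's preset correlation (adjusted p = 0.0114) and with fry (adjusted p = 1.77e-07), in a range from 1.77e-07 to 0.711. Their score fell by 0.32 in 1 % CTRL (exact permutation test, p = 0.158, adjusted p = 0.181). With the median over genes in its place it fell by 0.43 (exact permutation test, p = 0.00216), and with a pseudocount of 10 by 0.36 (exact permutation test, p = 0.0390). Replicate 1 of 1 % CTRL lay apart with a score of −0.64, and the others of its group lay between −0.07 and 0.26. The fall of 0.32 therefore rests in part on this library. In 5 % CTRL, replicate 2 had the lowest score, −0.41, and the others lay between 0.011 and 0.58, so this low library works against the fall. Reads on the mitochondrial genome made up 2.38 ± 0.104 % (SD, n = 6) of each library in 5 % CTRL and 1.85 ± 0.0839 % in 1 % CTRL, where the highest library, at 1.98 %, lay under the lowest of 5 % CTRL, at 2.22 %.

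The paper measured subunits as protein in Fig. 4 well after stimulation, while the values here are RNA of unstimulated myotubes after 2 h. Of these subunits, mt-Co1 had 271418 ± 13004 normalized counts in 5 % CTRL and 223673 ± 9355 in 1 % CTRL, a log2 fold change of −0.28 (standard error 0.04, adjusted p = 3.76e-06 from limma). Copies elsewhere share 39.8 % of its sequence. Uqcrc2, Atp5a1, Sdhb and Ndufb8 had log2 fold changes between −0.03 for Uqcrc2 and 0.13 for Ndufb8, with adjusted p from 0.243 to 0.954 in limma. With libraries rescaled to the same total, Uqcrc2 turned to 0.05, and Atp5a1 and Sdhb were called higher with 0.08 (adjusted p = 0.00573 from limma) and 0.11 (adjusted p = 0.0400 from limma). The antisense gene Pdzd9 overlaps Uqcrc2 over 16.5 % of its exon sequence, and Ndufb8 was lowest in replicate 1 of 1 % CTRL, at 1066.

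**Figure D4:**
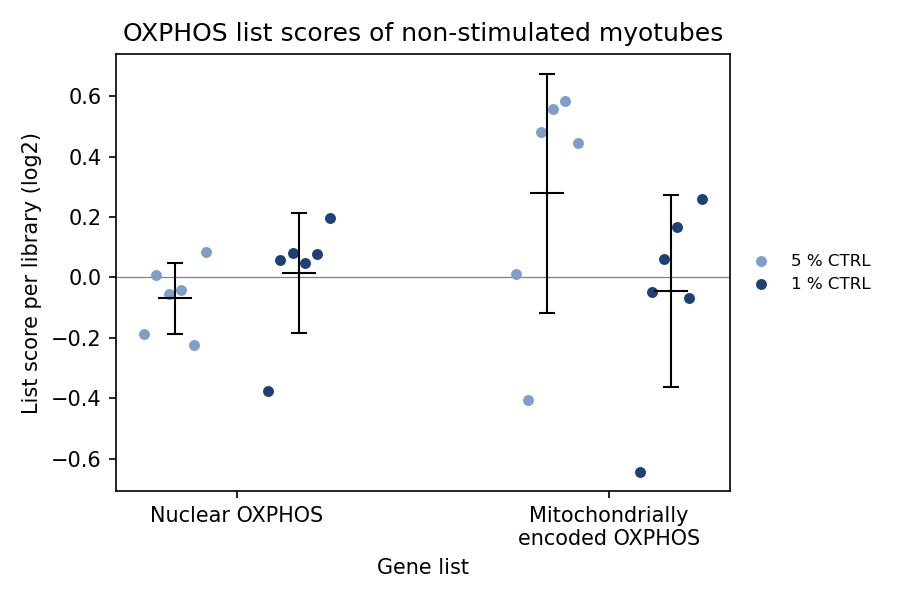
Scores per library, in log2 units, of the lists of nuclear-encoded and mitochondrially encoded subunits of oxidative phosphorylation in 5 % CTRL and 1 % CTRL. Points are libraries (n = 6 per group), and black lines and bars are the mean ± SD. The groups overlap in both lists, with means of −0.07 and 0.014 for the nuclear-encoded subunits.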

One interesting avenue not explored in this manuscript is the effect of the different mitochondrial Ca^2+^ fluxes and changes in free mitochondrial Ca^2+^ during and after contractions in functional normoxia and hypoxia on Δ*Ψ*_mt_. This and changes to total mitochondrial Ca^2+^ could potentially have important consequences for signaling events (e.g., mitochondrial reactive oxygen species production [26,52], the import of proteins into mitochondria [27]) that coordinate cellular remodeling and warrant further investigation. Regarding extrapolation of our data in the context of adaptation to hypoxia, despite paying careful attention to O_2_ levels and using the best available methodologies, there are numerous other changes under hypoxia (e.g., pH, CO_2_) that we did not control. We hope that illustrating how oxygen uses the mitochondrial electron transfer system as a hub for coordinating cellular adaption will stimulate more research on the role of mitochondria in human adaptation to hypoxia including high-altitude and hypoxia-related diseases (e.g., chronic obstructive pulmonary disease, sleep apnea [59]).

## 4 Conclusion

We propose that under functional hypoxia with limitation of electron flow through the Q-junction (bottleneck effect), there is a progressive reduction of the electron-transfer-reactive Q-pool and a concomitant partial depolarization of Δ*Ψ*_mt_. In turn this leads to a reduction in mitochondrial Ca^2+^ uptake during muscle contractions through which hypoxia then influences mitochondrial adaptive remodeling to exercise.

## 5 Materials and methods

### 5.1 Key resource table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Gapdh anti-mouse	Abcam	Cat#8245
HIF1α anti-rabbit	Cayman Chemicals	Cat#10006421
MCU anti-rabbit	Sigma-Aldrich	Cat#016480
Total OXPHOS anti-mouse	Abcam	Cat#110413
PDH phospho S293 anti-mouse	Abcam	Cat#92696
Donkey anti-rabbit IgG polyclonal antibody	LI-COR	Cat#926-32213
Donkey anti-mouse IgG polyclonal antibody	LI-COR	Cat#926-32212
Donkey anti-mouse IgG polyclonal antibody	LI-COR	Cat#926-68022
Donkey anti-rabbit IgG polyclonal antibody	LI-COR	Cat#926-68023
**Chemicals, Peptides and Recombinant Proteins**		
DMEM	Thermo Fisher Scientific	Cat#41966-052
Fetal bovine serum	Thermo Fisher Scientific	Cat#1008247
Penicillin streptomycin	Thermo Fisher Scientific	Cat#15140122
Non-essential amino acids	Thermo Fisher Scientific	Cat#11140035
Horse serum	Thermo Fisher Scientific	Cat#26050088
Trypsin-EDTA (0.05 %) phenol red	Thermo Fisher Scientific	Cat#25300054
Trypsin	Sigma-Aldrich	Cat#T0303
Dimethyl sulfoxide	Sigma-Aldrich	Cat#8418
Paraformaldehyde	Thermo Fisher Scientific	Cat#J19943.K2
Fluo-4AM	Thermo Fisher Scientific	Cat#F142010
Mitotracker Green	Thermo Fisher Scientific	Cat#M7514
Rhod-2AM	Thermo Fisher Scientific	Cat#R1245MP
TMRM	Thermo Fisher Scientific	Cat#T668
MiR05-Kit	Oroboros Instruments	Cat#60101-01
Dithionite	Sigma-Aldrich	Cat#71669
Catalase	Sigma-Aldrich	Cat#9322
Hydrogen peroxide H_2_O_2_	Life Technologies	Cat#A36006
Calcium chloride CaCl_2_	Sigma-Aldrich	Cat#21115
Pyruvate	Sigma-Aldrich	Cat#P2256
Malate	Sigma-Aldrich	Cat#M1000
Glutamate	Sigma-Aldrich	Cat#G1626
Succinate	Sigma-Aldrich	Cat#2378
Cytochrome *c*	Sigma-Aldrich	Cat#C7752
Adenosine diphosphate	Merck	Cat#117105-1 GM
Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone FCCP	Sigma-Aldrich	Cat#C2920
Rotenone	Sigma-Aldrich	Cat#R8875
Octanoylcarnitine	APExBIO Technology	Cat#B6371-50 mg
Antimycin A	Sigma-Aldrich	Cat#A8674
Coenzyme Q_2_	Sigma-Aldrich	Cat#C8081
Caffeine	Sigma-Aldrich	Cat#C0750
RNAeasy micro kit	QIAGEN	Cat#74004
Calcium green 5 N	Thermo Fisher Scientific	Cat#C3737
**Experimental Models: Organisms/Strains**		
C57BL/6J wild-type male and female mice	The Jackson Laboratories	Cat#000664
**Experimental Models: Cell lines**		
C2C12 cells	ATCC	Cat#Crl-1772
**Software and algorithms**		
Datlab 7	Oroboros Instruments	Cat#20700
Datlab 8	Oroboros Instruments	Cat#20700
Acqknowledge 4.2	BIOPAC	Cat#ACK100W
Zen software	Zeiss	https://www.zeiss.fr/microscopie/produits/microscope-software/zen.html
R	R	http://cran.r-project.org/
ImageJ		https://imagej.nih.gov/ij/
ImageStudio	LI-COR	https://www.licor.com/bio/image-studio/
Prism 8	GraphPad	https://www.graphpad.com/
Gene Set Enrichment Analysis Software	UC San Diego & The Broad Institute	https://www.gsea-msigdb.org/gsea/index.jsp
**Other**		
Incubator with O_2_ control	BINDER	Cat#6026
WiseStir homogenizer HS-30E	Wisd Lab Instruments	Cat#DH.WO01010
Rotina 380R	Hettich Lab	Cat#1701
Bike ergometer	Lode Excalibur Sport	Cat#839E
Quark gas analyser	COSMED	n/a
High-voltage constant current stimulator	Digitimer	Cat#DS7A
Isolated voltage stimulator	Digitimer	Cat#DG2A
1-cm diameter electrode	Kendall Meditrace 100	n/a
5-cm diameter electrode	Dermatrode	n/a
5- x 10-cm electrode	Compex	n/a
MP150 acquisition system	BIOPAC	n/a
Oxylite Pro	Oxford Optronix	n/a
C-Pace stimulator	IONOPTIX	n/a
Custom made insert with carbon electrodes	Mecanostrain	www.mecanostrain.ch
C-Dish	IONOPTIX	
Nanodrop 2000	Thermo Fisher Scientific	Cat#ND-2000
Stellaris 5	Leica	n/a
ViiA 7 Real-Time PCR System	Thermo Fisher Scientific	Cat#4453545
4–15 % Mini-PROTEAN TGX precast protein gels	Bio-Rad	Cat#4561084
Glucose-uptake glo assay	Promega	Cat#J1314
REVERT 700 total protein stain kit	LI-COR	Cat#926-11010
Intercept Blocking Buffer	LI-COR	Cat#927-70003
Uncoated 35‐mm‐diameter glass‐bottom dishes	MatTek	Cat#P35G-0-10-C
Poly-d-lysine coated 35‐mm‐diameter glass‐bottom dishes	MatTek	Cat#P35GC-0-10-C
Stellina Imaging System	Leica	https://www.leica-microsystems.com
6-well plates	Corning	Cat#CL3506
Cytation 3	BioTek	n/a
Bard Magnum biopsy instrument	Bard Radiography	n/a
RS400 heart rate monitor	Polar	n/a
8000Q2 Sensor	Nonin Medical Inc.	n/a
BCA protein assay kit	Thermo Fisher Scientific	Cat#23225
DC protein assay kit	Bio-Rad	Cat#5000111
Oxygraph-2k, O2k	Oroboros Instruments	Cat#10003-01
NextGen-O2k	Oroboros Instruments	Cat#10101-01

## 6 Resource availability

### 6.1 Lead contact

Chris Donnelly, .

### 6.2 Materials availability

Materials and data generated from this study are available upon request to the Lead Contact.

### 6.3 Data and code availability

The published article includes all datasets generated and analyzed in this study.

RNA-seq data have been deposited to GEO under accession number GSE225927.

## 7 Experimental models and subject details

### 7.1 Isolation of mitochondria from mouse tissues

Experiments on isolated mitochondria from mouse tissues were performed using male and female wild-type C57BL/6J (14 ± 4 weeks of age; Jackson Laboratories) housed in a temperature-controlled (22 °C) room with a 12/12-h light/dark cycle. All procedures involving animals were performed in accordance with the Austrian Animal Experimentation Act in compliance with the European convention for the protection of vertebrate animals used for experimental and other scientific purposes. After cervical dislocation, the heart and the brain were removed and placed in ice-cold biopsy preservation solution (BIOPS; 2.77 mM Ca-EGTA, 7.23 mM K_2_EGTA, 5.77 mM ATP, 6.56 mM MgCl_2_, 20 mM taurine, 15 mM phosphocreatine, 20 mM imidazole, 0.5 mM dithiothreitol, 50 mM MES hydrate, pH 7.1). Mitochondria were isolated as previously described [24,30,60,61]. A glass/Teflon Potter-Elvehjem homogenizer (Wisd laboratory instruments) and centrifuge (Andreas Hettich GmbH & Co. KG) were used. All procedures were carried out in an ice bath or at 4 °C.

Mouse heart mitochondria were isolated following Komlódi et al. [30]. Briefly, wet mass of the whole heart was determined, washed with ice-cold BIOPS, and minced with scissors in ice-cold BIOPS (1 mL). The tissue was then digested for 2.5 min in 2 mL of isolation buffer CP1 (100 mM KCl, 50 mM MOPS, 5 mM MgSO_4_, 1 mM EGTA, 1 mM ATP; pH 7.4) containing trypsin (9 mg of 13000- 20000 U trypsin/1 g wet mass) with continuous stirring. Immediately after the 2.5 min, 2 mL of isolation buffer CP2 (CP1 buffer plus 0.2 % bovine serum albumin) was added. The homogenate was transferred into a pre-cooled glass/Teflon potter and homogenized at ∼1000 rpm (five strokes) in 2-mL isolation buffer CP1. The homogenate was transferred to a 50-mL Falcon tube containing 3 mL isolation buffer CP2 and centrifuged at 800 *g* for 10 min. Using a new 50-mL Falcon tube, the supernatant was centrifuged at 10 000 *g* for 10 min. The supernatant was discarded, the pellet was resuspended in isolation buffer CP1 (final volume 2 mL), and centrifuged at 10 000 *g* for 10 min. The supernatant was discarded, and the mitochondrial pellet was finally resuspended in 150 μL KME buffer (100 mM KCl, 50 mM MOPS, 0.5 mM EGTA).

Mouse brain mitochondria were isolated following Sumbalová et al. [62]. Briefly, wet mass was determined, and the tissue was cut into small particles with sharp scissors in isolation buffer C (320 mM sucrose, 10 mM Tris-Cl, 1 mM K-EDTA, 2.5 g/L fatty acid-free bovine serum albumin: pH 7.4). The medium was discarded, the tissue suspended in isolation buffer C (0.1 g tissue/1 mL), transferred to a pre-cooled glass/Teflon potter, and homogenized at 1000 rpm (five strokes). The homogenate was transferred to a 50-mL Falcon tube (0.5 g tissue/20 mL homogenate) and centrifuged at 1000 *g* for 10 min. The pellet was discarded, and the supernatant was centrifuged at 6200 *g* for 10 min. The supernatant was removed, the pellet resuspended in 0.5 g tissue/10 mL of isolation buffer D (320 mM sucrose, 10 mM Tris-Cl, 1 mM K-EDTA; pH 7.4) and centrifuged at 6200 *g* for 10 min. The supernatant was discarded, and the mitochondrial pellet was finally suspended in 500 μL isolation buffer D.

Each mitochondrial suspension was gently mixed with a 200-μL pipette (five up-down cycles), and 10 to 20 μL of heart or brain mitochondrial suspension was injected with a 50-μL Hamilton syringe into the O2k-chamber through the titration capillary of the stopper, respectively.

### 7.2 Cell lines

C2C12 mouse skeletal muscle myoblasts (American Type Culture Collection) were grown in proliferation medium composed of Dulbecco's modified Eagle's medium (DMEM; Thermo Fisher Scientific) supplemented with 10 % fetal bovine serum (Thermo Fisher Scientific), 100 IU/mL penicillin, 100 μg/mL streptomycin (Thermo Fisher Scientific) and 1 % non-essential amino acids (Thermo Fisher Scientific) and maintained at 37 °C in a humidified atmosphere with 5 % O_2_ and 5 % CO_2_ (Binder Incubators). To induce differentiation, myoblasts were grown to 80-90 % confluence and the proliferation medium was then replaced with a differentiation medium (pre-equilibrated at 5 % O_2_ and 5 % CO_2_) consisting of DMEM supplemented with 2 % horse serum (Thermo Fisher Scientific).

### 7.3 Human exercise study recruitment

Sixteen male participants were recruited for the study which was approved by the local ethics committee (protocol 2017-00303) and performed in accordance with the Helsinki declaration. Written informed consent was received from each participant prior to study inclusion. All participants were healthy and recreationally physically active. They were familiarized with the electrical stimulation and voluntary contraction procedures at least 48 h before the first experimental session. In this familiarization session participants also performed an incremental test to exhaustion on a cycle ergometer to determine $\dot{V}$_O2peak_ [37,63]. The participants were allocated to one of two sprint interval training (SIT) groups (SIT Normoxia and SIT hypoxia; *N* = 8 per group) based on their $\dot{V}$_O2peak_ to obtain two homogenous groups. Data from the SIT Normoxia group have been reported previously in Zanou et al. ([37]; the group named “SIT”).

## 8 Method details

### 8.1 Steady-state hypoxia experiments

Steady-state hypoxia experiments were performed using the methods described in Harrison et al. [24] and high-resolution respirometers (O2k or NextGen-O2k; Oroboros Instruments: limit of detection of oxygen flux at ±1 pmol O_2_ · s^-1^ · mL^-1^ [64]) with a Titration-Injection micropump (TIP2k) for maintaining constant O_2_ concentrations during simultaneous measurements of the redox state of the electron-transfer-reactive Q, Δ*Ψ*_mt_, or mitochondrial Ca^2+^ uptake (termed ‘d parameters’). O_2_ flux (the negative time-derivative of the O_2_ concentration) was calculated in real-time by the DatLab software. Corrections of O_2_ flux for instrumental background were based on instrumental quality control tests [4,30,65]. Experiments were performed under constant stirring (750 rpm) at 37 °C using a calibrated instrument and mitochondrial respiration medium (MiR06; 0.5 mM EGTA, 3 mM MgCl_2_, 60 mM lactobionic acid, 20 mM taurine, 10 mM KH_2_PO_4_, 20 mM HEPES, 110 mM sucrose, 1 g/L BSA, catalase 280 u/mL; pH 7.1) or calcium respiration medium (CaR; 70 mM KCl, 110 mM sucrose, 1 mM MgCl_2_, 10 mM KH_2_PO_4_, 20 mM HEPES, catalase 280 u/mL; pH 7.1). For experiments investigating free Ca^2+^, MiR06 could not be used as it contains a high concentration of EGTA. CaR was used instead.

Oxygen consumption and the associated parameter (Δ*Ψ*_mt_, Q-redox state or mitochondrial Ca^2+^ flux) were recorded following injection of isolated mitochondria into the chamber (residual endogenous respiration; *Ren*), after NADH-linked substrates ― (CI-linked) pyruvate (P, 5 mM), malate (M, 2 mM), and glutamate (G, 10 mM) ―, succinate (S, 10 mM; CII-linked), and octanoylcarnitine (Oct, 0.5 mM; fatty acid oxidation) were added (LEAK state) and after titration of ADP at kinetically saturating concentration (2.5 mM; OXPHOS capacity, *J*_*P*_) to reach a stable O_2_ consumption at kinetically saturating O_2_ concentrations (range 100 to 200 μM).

Mitochondrial respiration depleted the O_2_ concentration in the closed chamber (anoxia). Mitochondria were allowed to remain anoxic for ∼2 min to obtain an anoxic signal for zero calibration of the polarographic O_2_ sensor [4]. The TIP2k was then used to titrate a specific volume of H_2_O_2_ into the chamber. This critically important step in the protocol allowed us to calculate the increase in O_2_ concentration per volume of H_2_O_2_ solution titrated into the chamber (catalase in MiR06 dismutates H_2_O_2_ to O_2_ and H_2_O). This information was the basis to calculate the flow of H_2_O_2_ [μL/s] required to set mitochondrial respiration at target oxygen-limited O_2_ fluxes from *j* = 0.1 to 0.6 relative to maximal flux for each isolated mitochondria preparation in each chamber (see Supplementary File S3). At steady-state oxygen concentrations the rate of H_2_O_2_ injection and conversion of H_2_O_2_ to O_2_ sets the mitochondrial metabolic flux *j*. A steady state is difficult to achieve at *j >* 0.6 and was less relevant to our research question, therefore the range *j* = 0.1 to 0.6 was studied using steady-state respirometry. Mitochondrial respiration then returned the system to anoxia before the TIP2k was used to maintain a target oxygen-limited O_2_ flux (*J*_O2_) for 3 - 6 min during which time the steady-state O_2_ concentration (*c*_O2_) and an associated parameter were recorded. The injection was then terminated, allowing the system to reach an anoxic state for 2 min for recording bracketing zero O_2_ calibrations (increasing the resolution of oxygen measurements by two orders of magnitude [64]) and anoxic calibrations for the associated parameter. Sufficient H_2_O_2_ solution was titrated to increase the O_2_ concentration in the chamber so that the mitochondria were returned to kinetically saturating O_2_ concentrations (>20 μM; [24]). In some experiments, several successive steady-state cycles were carried out before and after reoxygenation. The ratio *j* = *J*/*J*_*P*_ was chosen in random sequence within the range *j* = 0.1 to 0.6 to avoid any systematic effects. This procedure was repeated for as long as the mitochondria recovered to stable post-anoxic O_2_ consumption levels that were not less than 0.9 of the initial *J*_*P*_. This loss of mitochondrial respiratory capacity is observed independent of H_2_O_2_ injections and is therefore not related to any oxidative damage induced by such injections [24]. Inhibition of respiration by oxidative stress is not observed in the presence of excess catalase activity even in cases when H_2_O_2_ injections are more frequently applied [66] and with higher step changes in O_2_ concentration [67]. Residual oxygen consumption (*Rox*) was determined after inhibition of CIII by antimycin A (2.5 mM). For representative traces of oxygen flux, the trace is only shown when a measurement is performed.

The Q-redox state was measured amperometrically using the a three-electrode system as a part of the Q-Module of the NextGen-O2k (Oroboros Instruments) and the Q-mimetic CoQ_2_ (1 μM; Sigma Aldrich) as described in Komlódi et al. [30]. The working electrode was poised at the oxidation potential of CoQ_2_ determined by cyclic voltammetry. The reduced Q fraction was calculated by calibrating the raw CoQ_2_ signal against 1) the fully oxidized CoQ_2_ signal (*Ren*) and 2) the fully reduced CoQ_2_ signal (anoxia) and expressed as a fraction of fully reduced CoQ_2_ (Figs. S2A and C; [30]). The equation reduced Q + oxidized Q = 1 was used to convert the reduced Q fraction to the oxidized Q fraction [30]. To express the oxidized Q fraction relative to the oxidized Q fraction at maximal O_2_ flux (*J*_max_), values were divided by the oxidized Q fraction at *J*_max_ (Fig. S2B).

Δ*Ψ*_mt_ was investigated using the fluorescent dye TMRM ([68,69]; 1 μM; quench mode). Fluorescence was measured with Green Smart Fluo-Sensors (Oroboros Instruments; 525 nm excitation LED). Filters for the LED and photodiode were selected for TMRM. The fluorescence signal was calibrated before each experiment with stepwise (0.2 μM) titrations of TMRM from 0 to 1 μM. The calibrated TMRM concentration was used in the experiment. For expression of the TMRM signal (i.e., Δ*Ψ*_mt_) relative to maximum and minimum values, the LEAK state and anoxia were used respectively (Fig. S2F). To express the relative TMRM signal to the relative TMRM signal at maximal O_2_ flux, values were divided by the relative TMRM signal at *J*_max_.

Calcium Green-5N (2 μM; which does not inhibit respiration; Thermo Fisher) was used to measure mitochondrial Ca^2+^ uptake in response to changes in free Ca^2+^ in the chamber ([32]). Fluorescence was measured with Blue Smart Fluo-Sensors (Oroboros Instruments; 465 nm excitation LED). Filters for the LED and photodiode were selected for Calcium Green. After titration of mitochondria, 15 μM EGTA was added to the chamber. CaCl_2_ (Sigma Aldrich) was titrated to the desired concentration from a 10 mM stock solution. Calibration of the fluorescence signal was performed during the experiment by two-point calibration. The fluorescence signal before (no CaCl_2_ added) and after the first CaCl_2_ titration were used. Mitochondrial Ca^2+^ flux was calculated as the negative time derivative of the Ca^2+^ concentration by the DatLab software and was normalized by mitochondrial protein mass.

### 8.2 Mitochondrial protein

Mitochondrial protein content was determined based on Lowry et al. [70], using the DC protein assay (Bio-Rad) following the manufacturer's instructions. The absorbance was measured at 620 nm in a Tecan Infinite TM F200 spectrophotometer (Tecan).

### 8.3 Acute myotube hypoxia experiments

Culture medium was replaced with 2 mL of pre-equilibrated medium (5 % O_2_) and myotubes were exposed to either 5 % O_2_ or 1 % O_2_ in the gas phase for 2 h before electrical stimulation. This duration was to allow for equilibration of the O_2_ pressure in the gas phase with the aqueous phase (assessed using an optical O_2_ sensor, see below for method; Fig. 3B) and to achieve intracellular hypoxia (evaluated as an increase in hypoxia-inducible factor 1α protein content, see below for method, compared with 5 % O_2_; Fig. 3C&D).

### 8.4 Measurement of media O_2_ partial pressure

Partial O_2_ pressure (*p*_O2_) in the culture media was monitored using optical fluorescence technology that allows real-time detection of *p*_O2_ (Oxylite Pro, Oxford Optronix). The tip of the sensor was placed at the bottom of the well (i.e., at the deepest point of the media).

### 8.5 Western blot

A lysis buffer containing 20 mM Tris/HCl (pH 6.8), 2 mM EDTA (pH 8), 137 mM NaCl, 10 % glycerol, 10 % Triton X-100, 10 mM glycero-phosphate, 1 mM KH_2_PO_4_, 1 mM PMSF, 1 mM NaVO_3_, 50 mM NaF, 10 mM NaPPi, and a protease inhibitor mixture (Roche) was used to resuspend myotube pellets (100 μL/well of a 6-well plate) or human muscle biopsies (100 μL/5 mg of tissue). The preparation was homogenized with pipette tips for cells or a potter for biopsies, incubated for 1 h at 4 °C then sonicated. Nuclei and debris were then removed by centrifugation at 10 000 *g* at 4 °C for 10 min. Protein concentration was determined using the BCA kit (Thermo Fisher Scientific). Ten to 20 μg of protein were incubated with laemmli sample buffer containing SDS and 2-mercapto-ethanol (Bio-Rad) for 3 min at 95 °C, electrophoresed for 1 h in 4-15 % SDS-precast gradient gels (Bio-Rad), and wet transferred for 1 h onto PVDF membranes. Membranes were stained with REVERT Total Protein Stain (LI-COR) and total protein bands were quantified using the Image Studio software v 5.2.5 (LI-COR). The stain was removed using a removal buffer (LI-COR) and the membranes were blocked for 1 h at room temperature with PBS-LI-COR blocking buffer (LI-COR). Blots were incubated overnight with rabbit anti-Gapdh (Abcam), mouse anti-total OXPHOS (Abcam), rabbit anti-pyruvate dehydrogenase E1α phospho serine 293 (Abcam), mouse anti-pyruvate dehydrogenase (Abcam) or rabbit anti-mitochondrial calcium uniporter (Sigma). All the primary antibodies were used at 1: 1000 dilution.

For HIF1α blots myotubes in one well of a six-well plate were washed once with PBS pre-equilibrated at the appropriate O_2_ pressure and collected in a hot (75 °C) lysis buffer containing laemmli then sonicated. The lysates were then processed as described above using an anti-rabbit HIF1α primary antibody (Cayman Chemicals).

Membranes were washed in PBS-buffered saline-Tween 20 (TBS-T) and incubated for 1 h at room temperature with 1:10 000 IRDye 680- conjugated donkey anti-mouse or rabbit IgG (LI-COR) and 1:5000 IRDye 800-conjugated donkey anti-mouse or rabbit IgG (LI-COR) in blocking buffer. Immunoreactive bands were visualized using infrared fluorescence (IR-Odyssey scanner, LI-COR). Band densities were quantified using Image Studio v 5.2.5 (LI-COR). The protein intensity signal was normalized to Gapdh (which was stable across samples and conditions) in human samples while the total protein staining (ponceau for HIF1α blots) was used to normalize protein content quantified in myotubes. For the human biopsy samples, protein quantifications were expressed as the relative change from Pre [change = (+24 h-Pre)/Pre]. The protein quantifications for cell samples were reported to that of 5 % CTRL cells.

### 8.6 RNA-sequencing

Six biological replicates per condition were used. Upon removal from the incubator, cells were rinsed with PBS pre-equilibrated at the appropriate O_2_ pressure, pelleted, and then stored at -80 °C. RNA extraction was performed using an RNAeasy kit (QIAGEN).

RNA quality was assessed on a Fragment Analyzer (Agilent Technologies) and all RNAs had a RQN above 9.3. RNA-seq libraries were prepared from 500 ng of total RNA with the Illumina TruSeq Stranded mRNA reagents (Illumina) using a unique dual indexing strategy, and following the official protocol automated on a Sciclone liquid handling robot (PerkinElmer). Libraries were quantified by a fluorometric method (QubIT, Life Technologies) and their quality assessed on a Fragment Analyzer (Agilent Technologies).

Cluster generation was performed with 1.95 nM of an equimolar pool from the resulting libraries using the Illumina HiSeq 3000/4000 SR Cluster Kit reagents and sequenced on the Illumina HiSeq 4000 using HiSeq 3000/4000 SBS Kit reagents for 150 cycles (single end). Sequencing data were demultiplexed using the bcl2fastq2 Conversion Software (version 2.20, Illumina).

### 8.7 Gene expression data analysis

Quality check of RNA sequencing reads was performed with FastQC v0.11.7 [71]. Reads were aligned to the reference mouse model GRCm38 using STAR v2.5.4b [72] and expression levels were quantified using RSEM v1.3.0 [73] with default parameters. ENSEMBL IDs were converted to MGI symbols using Biomart [74]. Differential expression analysis among the 4 groups (1 % CTRL, 5 % CTRL, 1 % STIM, 5 % STIM) was performed using Limma [75] and edgeR [76] following the best practices published in Law et al. [77]. DESeq2 [78] was used to generate normalized counts to provide as input for downstream Gene Set Enrichment Analysis (GSEA [79]). GSEA was performed with default parameters using Hallmark Gene Sets [80] and a false-discovery rate (FDR) cut-off at 0.1 (*q*-value 0.1).

### 8.8 Confocal microscopy

C2C12 myoblasts were plated on uncoated 35‐mm‐diameter glass‐bottom dishes (MatTek) and cultured as described above. At the indicated time of measurement, they were loaded with Mitotracker Green (200 nM; Thermo Fisher Scientific), TMRM (1 μM; used in quench mode; Thermo Fisher Scientific), Fluo-4AM (5 μM, Thermo Fisher Scientific) or Rhod-2AM (1 μM; Thermo Fisher Scientific) solubilized in a pre-equilibrated Krebs solution (135.5 mM NaCl, 1.2 mM MgCl_2_, 5.9 mM KCl, 11.5 mM glucose, 11.5 mM HEPES, 1.8 mM CaCl_2_, pH 7.3) for 15 min in the incubator at the 5 % O_2_. Cells were then rinsed twice with a Ca^2+^-free Krebs solution (135.5 mM NaCl, 1.2 mM MgCl_2_, 5.9 mM KCl, 11.5 mM glucose, 11.5 mM HEPES, 200 μM Na-EGTA, pH 7.3).

Images were acquired by z-stack acquisition using a confocal microscope (Stellaris 5, Leica). with APO 20x dry- or APO 63x/1.40 oil-objectives, with gas (CO_2_ = 5 %, O_2_ = 5 or 1 %) and temperature (37 °C) controlled using a stage-top incubator (Ibidi). For acute hypoxic exposure the same 2 h exposure was used.

Two fields of view were acquired per biological replicate. Image analysis was performed on myotubes using ImageJ Software; fixed thresholds for signal intensity were applied across experiments, and the mean intensity was measured at the appropriate time point.

In some experiments, myotubes were stimulated with 2.5 mM (final concentration) caffeine to trigger Ca^2+^ release from the sarcoplasmic reticulum. To monitor dynamic changes, peak fluorescence intensities (observed 1-5 s after caffeine titration; *F*) were normalized to pre-caffeine stimulation values (*F*_0_). To account for potential changes in mitochondrial mass, the Rhod-2AM signal was normalized to the Mitotracker Green signal.

### 8.9 Design and fabrication of electrode holder for microscopy

To perform live imaging with oxygen control and electrical stimulation, a bespoke electrode holder was designed and fabricated (Mechanostrain). This electrode holder was designed to be compatible with the petri dishes and the stage top incubator and microsopy equipment described in the previous section was well as biocompatible with cells. To keep the electrical impedance as low as possible, a gold-plated copper strip was inserted on the top face of electrodes. By this way a greater contact surface between graphite electrode and connecting wire was possible and on the final assembly the value measured from the plug to the lower face of the electrode was less than 1 Ω. All electrical parts were silicone coated for electrical insulation.

Once the design was completed (Fig. S4D) the computed aided design & machining software (Autodesk Inventor) computed the trajectories of cutting tools (CNC Milling machine: Roland MDX-540) into the plain materials. Polymethyl methacrylate (PMMA) was used for its properties of clear plastic with good optical properties, good machining and polishing ability. A subsequent polishing was performed for clear and easy to clean surfaces. The holder was then used (see below) to electrically stimulate myotubes via carbon electrodes and held in place by magnetic clamps (Fig. S4D).

### 8.10 Electrical stimulation of C2C12 myotubes

Well-differentiated C2C12 myotubes (5 to 7 days after differentiation) were electrically stimulated.

For microscopy experiments, C2C12 myotubes in uncoated glass bottom dishes containing 2 mL of Ca^2+^-free Krebs solution were electrically stimulated (IONOPTIX stimulator, Mechanostrain electrodes, Fig. 4D) at 14 V with a stimulation frequency of 0.75 Hz and a 2-ms pulse duration (Videos S1, S2) or for 6 x 30 s (5 s on, 1 s off) separated by 4 min at 14 V with a stimulation frequency of 50 Hz and a 2-ms pulse duration (SIT-mimicking stimulation; [37]).

To monitor the dynamic changes peak fluorescence intensities in response to electrical stimulation (observed immediately after 6 x 30 s stimulation; *F*) were normalized to pre-electrical stimulation values (*F*_0_). To account for potential changes in mitochondrial mass, the Rhod-2AM signal was normalized to the Mitotracker Green signal.

For the other experiments, C2C12 myotubes in 6-well plates (Corning, NY, USA) containing 2 mL of differentiation medium were electrically stimulated (IONOPTIX stimulator and electrodes) for 6 x 30 s (5 s on, 1 s Off) separated by 4 min at 14 V with a stimulation frequency of 50 Hz and a 2-ms pulse duration (SIT-mimicking stimulation; [37]). The differentiation medium was replaced before and after the electrical stimulation. The cells were harvested immediately upon removal from the incubator at the appropriate time point.

### 8.11 Sample preparation for lipidomics

Cells were removed from the incubator, washed once with PBS pre-equilibrated at the appropriate O_2_ pressure, then the plates snap frozen on liquid nitrogen.

### 8.12 Lipid extraction

Lipids from frozen skeletal muscle myotubes were extracted by the addition of 2-propanol. Following the scraping, cells were collected to lysis tubes (with 2-propanol) and homogenized by the addition of beads in Precellys tissue homogenizer (2 x 20 s). The homogenized lipid solution was then centrifuged (at 4 °C for 15 min at 15 000 rpm) and the supernatant was collected and evaporated to dryness (in SpeedVac, LabConco). Finally, the dry lipid extracts were resuspended in 2-propanol (volume normalized to the protein content) spiked with Splash mixture (8 %) of isotopically labeled lipid standards (Avanti Lipids) and transferred to LC-MS vials for injection.

### 8.13 Broad-scale targeted lipid analysis

Myotube extracts were analyzed by hydrophilic interaction liquid chromatography coupled to tandem mass spectrometry (HILIC - MS/MS) in both positive and negative ionization modes using a Q-TRAP 6500 LC-MS/MS system (Sciex Technologies; [81]). In both, positive and negative ionization mode, the chromatographic separation was carried out on an Acquity BEH Amide, 1.7 μm, 100 mm × 2.1 mm I.D. column (Waters). Mobile phase was composed of A = 10 mM ammonium acetate in Acetonitrile: H_2_O (95: 5) and B = 10 mM ammonium acetate in Acetonitrile: H_2_O (50:50). The linear gradient elution from 0.1 % to 20 % B was applied for 2 min, then from 20 % to 80 % B for 3 min, followed by 3 min of re-equilibration to the initial chromatographic conditions. The flow rate was 600 μL/min, column temperature 45 °C and sample injection volume 2 μL. Optimized ESI Ion Drive Turbo V source parameters were set as follows: Ion Spray (IS) voltage 5500 V in positive mode and -4500 V in negative mode, curtain gas 35 psi, nebulizer gas (GS1) 50 psi, auxiliary gas (GS2) 60 psi, source temperature 550 °C. Nitrogen was used as the nebulizer and collision gas. Optimized lipid class-dependent parameters were used for data acquisition in scheduled multiple reaction monitoring (MRM) mode. Raw LC-MS/MS data were processed using the MultiQuant Software (version 3.0.3, Sciex technologies). For each lipid species the peak area was reported based on its extracted ion chromatograms (EICs) for the monitored MRM transitions.

### 8.14 Quality control of lipidomics

Data quality assessment was performed using pooled quality control (QC) samples analyzed periodically (every ten samples) throughout the entire batch and in a dilution series at the beginning and at the end of the run. The obtained tables (containing peak areas of detected lipids across all samples) were exported to “R” software for signal intensity drift correction using the LOWESS/Spline algorithm followed by peak filtering [[82], [83], [84]]. Peaks with CV > 30 % across QC samples and correlation with dilution factor <0.65 were removed from further statistical analysis. Lipid annotations used are sphingomyelins (SM), ceramides (CER), dihydroceramides (DCER), lactosylceramides (LCER), hexosylceramides (HCER), monoacylglycerols (MAG), diacylglycerols (DAG), triacylglycerols (TAG), cholesterol esters (CE), phosphatidylinositols (PI), phosphatidylcholines (PC), phosphatidylglycerols (PG), phosphatidylethanolamines (PE), phosphatidylserines (PS), lysophospholipid analogues (LPC, LPG, LPE, LPI, LPS) and free fatty acids (FFA). Data were log10-transformed and normality was tested for each species with the Shapiro test. Differences among stimulation and oxygen levels were assessed with 2-way ANOVA.

### 8.15 Glucose uptake assay

On the day before the assay, the differentiation media was replaced with DMEM containing no serum. At the time of the assay, the culture medium was removed, and cells were washed with PBS pre-heated to 37 °C. Then, cells were incubated with DMEM containing 1 μM insulin (Promega) for 1 h under the appropriate O_2_ pressure. The solution was then removed, and the cells were incubated with freshly prepared 0.1 mM 2-deoxyglucose (Promega) for 30 min under the appropriate O_2_ pressure. The uptake process was stopped and neutralized, and luciferase activities were measured using a Glucose Uptake-Glo Assay kit (Promega) and a plate reader (BioTek). Glucose uptake was analyzed according to the manufacturer's instructions. Fold changes relative to 5 % Ctrl were calculated as [fold change = (value - 5 % CTRL)/5 % CTRL].

### 8.16 Human exercise study protocol

Before the experimental session the participants refrained from physical activity and caffeine consumption for 24 h and 12 h, respectively. The SIT session consisted of 6 x 30 s all-out cycling bouts with 0.7 N∙m/kg body mass resistance on a cycle ergometer, separated by 4 min rest between bouts. The SIT Normoxia group performed the exercise session in a normobaric chamber with a fraction of inspired O_2_ (F_i_O_2_) of 20.9 % and the SIT hypoxia group with an F_i_O_2_ of 14 % [9]. The sprints were preceded by a standard warm-up on the cycle ergometer (5 min at 100 W). Heart rate (Polar) and peripheral capillary O_2_ saturation (S_p_O_2_) was collected from the earlobe (Nonin Medical Inc) before the first and at the end of each sprint. Peak and mean power [W] and the rate of perceived exertion (Borg scale; 6 - 20) for each sprint, and the total work performed [kJ] were collected.

### 8.17 Neuromuscular function assessments

Knee extensor neuromuscular function of the right (dominant) leg was tested before (Pre), immediately (Post) and 24 h after (+24 h) exercise under ambient normoxia. The tests consisted of a 5 s maximal voluntary contraction (MVC) with a superimposed 100 Hz doublet (paired stimuli) evoked via supramaximal electrical stimulation of the femoral nerve (twitch interpolation technique [85]) followed by supramaximal stimulations of a relaxed muscle evoked at 2 s intervals: a doublet at 100 Hz, 10 Hz, and a single stimulus to obtain the compound muscle action potential (M-wave).

### 8.18 Electromyography

The electromyographic (EMG) activity of the right *vastus lateralis* was recorded with pairs of silver chloride (Ag/AgCl) circular surface electrodes (Kendall Meditrace 100) positioned lengthwise over the middle part of the muscle belly with an inter-electrode (center-to-center) distance of 2 cm according to SENIAM recommendations [86]. The reference electrode was placed over the patella. EMG signals were amplified (gain: 1000), filtered through a 10-500 Hz band-pass filter, and digitized at a sampling frequency of 2 kHz using an AD conversion system (BIOPAC).

### 8.19 Electrical nerve stimulation

A high-voltage (maximum 400 V) constant-current stimulator (DS7AH, Digitimer) was used to deliver single and paired electrical stimuli (pulse width 1 ms). The cathode (Dermatrode) and the anode (Compex) were placed over the femoral nerve at the femoral triangle level beneath the inguinal ligament and on the lower part of the gluteal fold opposite to the cathode, respectively. The optimal stimulation intensity was determined by increasing the current until maximal twitch and M-wave amplitude responses were obtained. This intensity was then increased by 20 % (i.e. supramaximal) and kept constant for all subsequent tests.

### 8.20 Force recordings

Voluntary and evoked forces developed by the knee extensors were recorded at 1 kHz using an isometric ergometer consisting of a custom-built chair equipped with a strain gauge (STS 250 kg, sensitivity 2.0 mV/V and 1.7 mV/N, SWJ, China). The strain gauge was attached to the chair on one end and securely strapped above the ankle with a custom-made mold. Participants were seated with a knee angle of 90° and a trunk-thigh angle of 100° (180° = full extension). Extraneous movements of the upper body were limited by two crossover shoulder harnesses and a belt across the lower abdomen. Participants received visual feedback of the torque they produced during the MVCs. Force and EMG data were stored and analyzed off-line with commercially available software (BIOPAC).

### 8.21 Electromyography and torque analyses

Single electrical stimulation pulses were used to measure the amplitude of the first peak of the M-wave before and after exercise. Isometric MVC force was considered as the peak force attained during the voluntary contraction performed at a given time point. The amplitudes of the 10 Hz and 100 Hz paired stimuli (PS10 and PS100) before and after exercise were quantified to assess contractile alterations after exercise and the PS10:PS100 was used as an indicator of low-frequency force depression [87]. PS100 were delivered superimposed on and immediately after MVCs to assess the voluntary activation level (VAL), which was used as an index of central fatigue and assessed as: VAL = (1 − (superimposed PS100 force × (force level at stimulation/MVC force)/potentiated PS100 force)) × 100 [85]. Rate of force development/relaxation were calculated by dividing the peak twitch force by the time interval from the onset of force development/relaxation to peak force/complete relaxation.

### 8.22 Muscle biopsies

Needle biopsies were taken from the left (non-dominant leg) *vastus lateralis* muscle before, ∼ 10 min and 24 h after exercise [88]. Briefly, after skin sterilization and local anesthesia, a 1 to 2 mm long skin cut was made with the tip of a scalpel. Needle biopsies were collected using an automatic biopsy device. A 14-gauge disposable trocar mounted in the device was inserted through the cut, perpendicular to the muscle fibers, until the fascia was pierced. Three samples (∼15 mg each) were collected from one puncture site at each time point. Muscle samples were immediately frozen in liquid nitrogen and stored at -80 °C until analysis.

## 9 Quantification and statistical analysis

Data analysis was performed in Excel, R, and Prism as described above. All data (unless otherwise noted) was presented as mean ± SD. Unless otherwise noted, *P* values were calculated using one-way ANOVA for multiple comparisons involving a single variable, a two-tailed Student's *t*-test for pairwise comparisons and a two-way ANOVA for multiple comparisons involving two-variables. Details of statistical analyses and *N* values are found in the Figure Legends. *N* indicates biological replicates or number of human participants for *in vivo* experiments. Where applicable, *p* values were adjusted for multiple hypothesis testing using the Benjamini-Hochberg procedure.

## Significance statement

Molecular oxygen is vital for mammalian cells, which have special sensing mechanisms to respond to changes in oxygen levels. Here we show that oxygen limitation of oxidative phosphorylation reduces the flow of electrons through the mitochondrial electron transfer system with a bottleneck effect at the coenzyme Q-junction. In skeletal muscle this lowers the mitochondrial membrane potential difference, which reduces mitochondrial calcium uptake. By altering this calcium signal, muscle mitochondria adapt their response to exercise under functional hypoxia.

## CRediT authorship contribution statement

**Chris Donnelly:** Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. **Timea Komlódi:** Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. **Cristiane Cecatto:** Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. **Luiza H.D. Cardoso:** Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Writing – review & editing. **Anne-Claire Compagnion:** Investigation, Methodology, Visualization, Writing – review & editing. **Alessandro Matera:** Investigation, Methodology, Visualization, Writing – review & editing. **Daniele Tavernari:** Data curation, Formal analysis, Methodology, Writing – review & editing, Software. **Olivier Campiche:** Methodology, Resources, Validation, Writing – review & editing, Investigation. **Rosa Chiara Paolicelli:** Methodology, Resources, Visualization, Writing – review & editing. **Nadège Zanou:** Formal analysis, Investigation, Methodology, Writing – review & editing. **Bengt Kayser:** Conceptualization, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Writing – original draft, Writing – review & editing. **Erich Gnaiger:** Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Visualization, Validation, Writing – review & editing. **Nicolas Place:** Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Writing – review & editing.

## Declaration of competing interest

E.G. is the founder and CEO of Oroboros Instruments.

## Data Availability

The published article includes all datasets generated and analyzed in this study. RNA-seq data have been deposited to GEO under accession number GSE225927.

## References

[1] Gnaiger E. (2020). Mitochondrial Pathways and Respiratory Control. An Introduction to OXPHOS Analysis, 5th ed. Bioenerg. Commun..

[2] Glancy B., Balaban R.S. (2021). Energy metabolism design of the striated muscle cell. Physiol. Rev..

[3] Hermansen L., Saltin B. (1969). Oxygen uptake during maximal treadmill and bicycle exercise. J. Appl. Physiol..

[4] Gnaiger E. (2001). Bioenergetics at low oxygen: dependence of respiration and phosphorylation on oxygen and adenosine diphosphate supply. Respir. Physiol..

[5] Donnelly C. (2022). The ABC of hypoxia - what is the norm. Bioenerg. Commun..

[6] Chance B. (1965). Reaction of oxygen with the respiratory chain in cells and tissues. J. Gen. Physiol..

[7] Wagner P.D. (2022). Determinants of maximal oxygen consumption. J. Muscle Res. Cell Motil..

[8] Richardson R.S. (1995). Determinants of maximal exercise VO2 during single leg knee-extensor exercise in humans. Am. J. Physiol..

[9] Calbet J.A. (2015). Limitations to oxygen transport and utilization during sprint exercise in humans: evidence for a functional reserve in muscle O2 diffusing capacity. J. Physiol..

[10] Boushel R. (2011). Muscle mitochondrial capacity exceeds maximal oxygen delivery in humans. Mitochondrion.

[11] Richardson R.S. (2006). Human skeletal muscle intracellular oxygenation: the impact of ambient oxygen availability. J. Physiol..

[12] Chouchani E.T. (2014). Ischaemic accumulation of succinate controls reperfusion injury through mitochondrial ROS. Nature.

[13] Gnaiger E., Mendez G., Hand S.C. (2000). High phosphorylation efficiency and depression of uncoupled respiration in mitochondria under hypoxia. Proc. Natl. Acad. Sci. U. S. A..

[14] Scandurra F.M., Gnaiger E. (2010). Cell respiration under hypoxia: facts and artefacts in mitochondrial oxygen kinetics. Adv. Exp. Med. Biol..

[15] Chandel N.S. (2015). Evolution of mitochondria as signaling organelles. Cell Metabol..

[16] Mottis A., Herzig S., Auwerx J. (2019). Mitocellular communication: shaping health and disease. Science.

[17] Murphy M.P., Chouchani E.T. (2022). Why succinate? Physiological regulation by a mitochondrial coenzyme Q sentinel. Nat. Chem. Biol..

[18] Semenza G.L. (2012). Hypoxia-inducible factors: mediators of cancer progression and targets for cancer therapy. Trends Pharmacol. Sci..

[19] Nunnari J., Suomalainen A. (2012). Mitochondria: in sickness and in health. Cell.

[20] Keeley T.P., Mann G.E. (2019). Defining physiological normoxia for improved translation of cell physiology to animal models and humans. Physiol. Rev..

[21] Simon M.C., Keith B. (2008). The role of oxygen availability in embryonic development and stem cell function. Nat. Rev. Mol. Cell Biol..

[22] Eltzschig H.K., Carmeliet P. (2011). Hypoxia and inflammation. N. Engl. J. Med..

[23] Mihaylova M.M., Shaw R.J. (2011). The AMPK signalling pathway coordinates cell growth, autophagy and metabolism. Nat. Cell Biol..

[24] Harrison D.K. (2015). Cytochrome redox states and respiratory control in mouse and beef heart mitochondria at steady-state levels of hypoxia. J. Appl. Physiol..

[25] Martinez-Reyes I., Chandel N.S. (2020). Mitochondrial TCA cycle metabolites control physiology and disease. Nat. Commun..

[26] Murphy M.P. (2009). How mitochondria produce reactive oxygen species. Biochem. J..

[27] Schmidt O., Pfanner N., Meisinger C. (2010). Mitochondrial protein import: from proteomics to functional mechanisms. Nat. Rev. Mol. Cell Biol..

[28] Giorgi C., Marchi S., Pinton P. (2018). The machineries, regulation and cellular functions of mitochondrial calcium. Nat. Rev. Mol. Cell Biol..

[29] Gnaiger E. (2024). Complex II ambiguities - FADH_2_ in the electron transfer system. J. Biol. Chem..

[30] Komlódi T. (2021). Coupling and pathway control of coenzyme Q redox state and respiration in isolated mitochondria. Bioenerg. Commun..

[31] Kirichok Y., Krapivinsky G., Clapham D.E. (2004). The mitochondrial calcium uniporter is a highly selective ion channel. Nature.

[32] Naszai A. (2019). Ca((2+))N it Be measured? Detection of extramitochondrial calcium movement with high-resolution FluoRespirometry. Sci. Rep..

[33] Glancy B. (2013). Effect of calcium on the oxidative phosphorylation cascade in skeletal muscle mitochondria. Biochemistry.

[34] Vilas-Boas E.A. (2023). Goldilocks calcium concentrations and the regulation of oxidative phosphorylation: too much, too little, or just right. J. Biol. Chem..

[35] Marx S.O., Ondrias K., Marks A.R. (1998). Coupled gating between individual cardiac and skeletal muscle calcium release channels (ryanodine receptors). Circulation.

[36] Marx S.O., Ondrias K., Marks A.R. (1998). Coupled gating between individual skeletal muscle Ca2+ release channels (ryanodine receptors). Science.

[37] Zanou N. (2021). Acute RyR1 Ca(2+) leak enhances NADH-linked mitochondrial respiratory capacity. Nat. Commun..

[38] Jiang B.H. (1996). Hypoxia-inducible factor 1 levels vary exponentially over a physiologically relevant range of O2 tension. Am. J. Physiol..

[39] Garg V. (2021).

[40] Devlin C.M. (2011). Dihydroceramide-based response to hypoxia. J. Biol. Chem..

[41] Richardson R.S. (1999). Evidence of O2 supply-dependent VO2 max in the exercise-trained human quadriceps. J. Appl. Physiol..

[42] Richardson R.S. (1999). Evidence of skeletal muscle metabolic reserve during whole body exercise in patients with chronic obstructive pulmonary disease. Am. J. Respir. Crit. Care Med..

[43] Morales-Alamo D. (2017). Skeletal muscle signaling, metabolism, and performance during sprint exercise in severe acute hypoxia after the ingestion of antioxidants. J. Appl. Physiol..

[44] Morales-Alamo D. (2012). Increased oxidative stress and anaerobic energy release, but blunted Thr172-AMPKalpha phosphorylation, in response to sprint exercise in severe acute hypoxia in humans. J. Appl. Physiol..

[45] Zenebe W.J. (2007). Hypoxia/reoxygenation of isolated rat heart mitochondria causes cytochrome c release and oxidative stress; evidence for involvement of mitochondrial nitric oxide synthase. J. Mol. Cell. Cardiol..

[46] Allen S.P. (1993). Changes in mitochondrial matrix free calcium in perfused rat hearts subjected to hypoxia-reoxygenation. J. Mol. Cell. Cardiol..

[47] Griffiths E.J. (1998). Mitochondrial calcium transporting pathways during hypoxia and reoxygenation in single rat cardiomyocytes. Cardiovasc. Res..

[48] Stern M.D. (1988). Anoxic contractile failure in rat-heart myocytes is caused by failure of intracellular calcium release due to alteration of the action-potential. Proc. Natl. Acad. Sci. U.S.A..

[49] Komlodi T. (2018). Membrane potential and delta pH dependency of reverse electron transport-associated hydrogen peroxide production in brain and heart mitochondria. J. Bioenerg. Biomembr..

[50] Gruszczyk A.V. (2022). Mitochondrial metabolism and bioenergetic function in an anoxic isolated adult mouse cardiomyocyte model of in vivo cardiac ischemia-reperfusion injury. Redox Biol..

[51] Burger N. (2020). A sensitive mass spectrometric assay for mitochondrial CoQ pool redox state in vivo. Free Radic. Biol. Med..

[52] Hernansanz-Agustin P. (2020). Na(+) controls hypoxic signalling by the mitochondrial respiratory chain. Nature.

[53] Mammucari C. (2018). Mitochondrial calcium uptake in organ physiology: from molecular mechanism to animal models. Pflügers Archiv.

[54] Chinopoulos C. (2010). Forward operation of adenine nucleotide translocase during F_0_F_1_-ATPase reversal: critical role of matrix substrate-level phosphorylation. FASEB. J..

[55] Robach P. (2014). Hypoxic training: effect on mitochondrial function and aerobic performance in hypoxia. Med. Sci. Sports Exerc..

[56] Connolly E. (2006). Hypoxia inhibits protein synthesis through a 4E-BP1 and elongation factor 2 kinase pathway controlled by mTOR and uncoupled in breast cancer cells. Mol. Cell Biol..

[57] Howald H. (1990). Muscular exercise at high altitude. Int. J. Sports Med..

[58] Hoppeler H., Klossner S., Vogt M. (2008). Training in hypoxia and its effects on skeletal muscle tissue. Scand. J. Med. Sci. Sports.

[59] Flanigan W.R., Jain I.H. (2022). The Goldilocks Oxygen Principle: not too little and not too much. Nat Cardiovasc Res.

[60] Mela L., Seitz S. (1979). Isolation of mitochondria with emphasis on heart mitochondria from small amounts of tissue. Methods Enzymol..

[61] Komlódi T., Cardoso L.H.D., Gnaiger E. (2021). Isolation of mouse heart mitochondria. Mitochondr. Physiol. Network.

[62] Sumbalová Z., Fontana M., Krumchnabel G. (2016). Isolation of rat brain mitochondria. Mitochondr. Physiol. Network.

[63] Place N. (2015). Ryanodine receptor fragmentation and sarcoplasmic reticulum Ca^2+^ leak after one session of high-intensity interval exercise. Proc. Natl. Acad. Sci. U. S. A..

[64] Gnaiger E. (1995). Control of mitochondrial and cellular respiration by oxygen. J. Bioenerg. Biomembr..

[65] Doerrier C. (2018). High-resolution FluoRespirometry and OXPHOS protocols for human cells, permeabilized fibers from small biopsies of muscle, and isolated mitochondria. Methods Mol. Biol..

[66] Kristiansen G. (2011). Endogenous myoglobin in breast cancer is hypoxia-inducible by alternative transcription and functions to impair mitochondrial activity: a role in tumor suppression?. J. Biol. Chem..

[67] Pesta D., Gnaiger E. (2012). High-resolution respirometry: OXPHOS protocols for human cells and permeabilized fibers from small biopsies of human muscle. Methods Mol. Biol..

[68] Krumschnabel G. (2014). Use of safranin for the assessment of mitochondrial membrane potential by high-resolution respirometry and fluorometry. Methods Enzymol..

[69] Chowdhury S.R. (2015). Simultaneous evaluation of substrate-dependent oxygen consumption rates and mitochondrial membrane potential by TMRM and safranin in cortical mitochondria. Biosci. Rep..

[70] Lowry O.H. (1951). Protein measurement with the Folin phenol reagent. J. Biol. Chem..

[71] Andrews S. (2010).

[72] Dobin A. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[73] Li B., Dewey C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf..

[74] Durinck S. (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat. Protoc..

[75] Ritchie M.E. (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[76] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[77] Law C.W. (2016). RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. F1000Res.

[78] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[79] Subramanian A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. U.S.A..

[80] Liberzon A. (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst.

[81] Medina J. (2020). Single-step extraction coupled with targeted HILIC-MS/MS approach for comprehensive analysis of human plasma lipidome and polar metabolome. Metabolites.

[82] Dunn W.B. (2011). Procedures for large-scale metabolic profiling of serum and plasma using gas chromatography and liquid chromatography coupled to mass spectrometry. Nat. Protoc..

[83] Broadhurst D. (2018). Guidelines and considerations for the use of system suitability and quality control samples in mass spectrometry assays applied in untargeted clinical metabolomic studies. Metabolomics.

[84] Tsugawa H. (2014). MRMPROBS suite for metabolomics using large-scale MRM assays. Bioinformatics.

[85] Strojnik V., Komi P.V. (1998). Neuromuscular fatigue after maximal stretch-shortening cycle exercise. J. Appl. Physiol..

[86] Hermens H.J. (2000). Development of recommendations for SEMG sensors and sensor placement procedures. J. Electromyogr. Kinesiol..

[87] Place N. (2010). Muscle fatigue: from observations in humans to underlying mechanisms studied in intact single muscle fibres. Eur. J. Appl. Physiol..

[88] Magistris M.R. (1998). Needle muscle biopsy in the investigation of neuromuscular disorders. Muscle Nerve.

How the deposited data were processed for this re-analysis (not part of the article)

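The values describe bulk RNA of C2C12 myotubes, with 24 libraries in 4 groups of 6 cultures. Myotubes labelled as day 5 of differentiation were exposed for 2 h to 5 % or 1 % O_2_ and were then harvested either without stimulation (5 % CTRL, 1 % CTRL) or after 6 bouts of 30 s of electrical stimulation at 50 Hz and 14 V, with pulses of 2 ms and 4 min between bouts (5 % STIM, 1 % STIM). The grouping follows the labels of the deposited samples, and no column of values was left out.

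The authors made stranded mRNA libraries, aligned single-end reads to the GRCm38 genome with STAR and estimated expression per gene with RSEM at its default parameters, which do not use the strand. The expression signal deposited by the authors is the gene count divided by the library's DESeq2 size factor, so depth is already corrected in it, and no filter on low counts was applied to it. A second table deposited by the authors holds log2 fold changes of each gene in 4 comparisons from their limma fit. It also holds a p-value and an adjusted p-value that the authors took from the test over those comparisons together. A call in that table, given by the authors as a score of 1, 0 or -1, marks genes past their threshold of 0.01. The authors tested Hallmark gene sets by gene set enrichment analysis on DESeq2 normalized counts with a false discovery rate threshold of 0.1. Of the 12 sheets of that supplement, 10 were read here and 2 were not.

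The read totals were recovered from the smallest step between the values of each library. The 100 % of values that came out whole allowed tests on whole reads as an alternative. Libraries held 26541858 to 28173745 reads. Size factors lay between 0.955 and 0.992 in 5 % CTRL and 5 % STIM, and between 1.02 and 1.05 in 1 % CTRL and 1 % STIM. The 10 most abundant genes took between 6.64 % and 6.99 % of reads on average in the groups, and the genes tested held at least 99.9 % of the reads of each library. At this depth a gene at the minimum normalized count of 10 rests on about 10 reads, and the spread between replicates was larger than the sampling noise of the counts. Of the genes listed, 55227 (99.5 %) were found in the annotation (GENCODE M21), which gave their coordinates, exon lengths and overlaps.

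Genes with a normalized count of at least 10 in at least 6 of the 24 libraries were tested, 14541 in all. Their log2(normalized count + 1) entered a single limma fit of the 4 groups (lmFit, contrasts.fit and eBayes with trend and robust), without a block for the replicate number, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Comparisons were 1 % CTRL against 5 % CTRL, 5 % STIM against 5 % CTRL, 1 % STIM against 5 % STIM, 1 % STIM against 1 % CTRL, and the interaction of O_2_ and stimulation, which is the response to stimulation under 1 % O_2_ minus that under 5 % O_2_.

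In place of the Hallmark gene sets, which were not analysed here, 16 lists were written by hand before the data were examined. They cover hypoxia, glycolysis, nuclear-encoded oxidative phosphorylation, mitochondrially encoded oxidative phosphorylation, S phase (targets of E2F), G2/M, cholesterol synthesis, the unfolded protein and integrated stress response, inflammation (targets of NF-κB), immediate early genes, antioxidant genes, fatty acid oxidation, angiogenesis, the mitochondrial Ca2+ uniporter, myotube genes and myoblast genes. Enrichment used the weighted score on genes ranked by the signal-to-noise ratio of normalized counts, with the labels of the 12 libraries compared permuted over every split, p taken within the sign of the score, Benjamini-Hochberg adjustment over the 16 lists and a threshold of 0.1. The SD in the signal-to-noise ratio was not allowed under a fixed share of the mean, on normalized counts and on log2 values alike. On log2 values this floor exceeds the spread between replicates of most genes, so the ratio then weighs changes against mean expression. List scores per library were compared by two-sided exact permutation tests, and their interactions by 100000 permutations.

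Genes named in the text were fixed by a rule before the data were examined. They are the 12 genes whose products the paper names, the 5 genes that rose most and the 5 that fell most in each comparison among called genes with a mean of at least 100 in the higher group and no overlap between groups, and up to 5 called members of each list at a claim with the largest change. Of these, 2 are not reported here by name and stay in all tests and counts. Exon sequence was compared with other genes in words of 75 bases to find genes that share reads.

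The alternatives set before the data were examined were a pseudocount of 10, no filter, a replicate block, an adjusted p-value under 0.01, a fit of the compared groups alone, libraries rescaled to the same total, limma array weights, and edgeR's quasi-likelihood test, DESeq2 and limma voom with TMM on whole reads. For lists they were camera with its preset correlation of 0.01 or an estimated one, fry, the replicate block, no filter, log2 values for the signal-to-noise ratio, lists without shared genes, and Reactome pathways from fgsea. For list scores they were a pseudocount of 10 and the median over genes. Leaving out replicate 1 of 1 % CTRL, removing the trend with gene length in each library, and rescaled list scores were added after seeing the data.

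On simulated counts for the 14541 genes with 200 changed genes, the limma fit recovered 188 (94 %), called 5 unchanged genes, and called 0 genes in a comparison without changes. The interaction recovered 178 (89 %). All 10 simulated lists that rose and all 10 that fell had a permutation p-value under 0.05, as had 2 % and 7 % of 100 lists without change in the 2 comparisons tested. The simulated changes were fewer than the 8708 genes called in 1 % CTRL against 5 % CTRL, and larger than many changes reported here. Simulated genes varied independently, while genes of some real lists vary together, with an estimated correlation of 0.4995 for nuclear-encoded oxidative phosphorylation. These rates therefore do not carry over to small changes or to lists of correlated genes. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.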

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

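The tests of cycling cells, the 3 tests on replicate 1 of 1 % CTRL and the fits without it were chosen after the result was seen. So were the removal of the length trend, the length slope as a covariate and the rescaled list scores. The other tests in this part were chosen before.

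Replicate 1 of 1 % CTRL lay far from the other 5 libraries of its group in 11 of the 28 groups of values in which a library lay apart. A library lay apart when the gap to its nearest neighbour, as a share of the range of the 6 libraries, passed Dixon's critical value. Over 348 groups of values tested, chance gives 17.4 such libraries. The gap took 0.743 of the range for the score of nuclear-encoded oxidative phosphorylation, 0.637 for mitochondrially encoded oxidative phosphorylation, 0.640 for S phase, 0.698 for immediate early genes, 0.685 for myotube genes and 0.738 for myoblast genes. For normalized counts in this library it was 0.739 for Ndufb8, 0.747 for Depp1, 0.726 for Rnf145, 0.753 for Ddit4 and 0.631 for Ftl1. Its depth, 27258189 whole reads, lay within that of the other libraries of 1 % CTRL, and its hypoxia score of 0.557 was the highest of 1 % CTRL and far from 5 % CTRL, which argues against low depth and against a swapped label. Across genes, its deviations from the group mean followed exon length with a correlation of 0.399, where genes are not independent replicates. A candidate explanation is therefore a difference between libraries that depends on gene length, such as library preparation. RNA integrity is another, but the paper reports a high RNA quality number for all RNAs, which argues against marked degradation before library preparation. No biological explanation was tested. Without this library, the difference in the score of nuclear-encoded oxidative phosphorylation between 1 % CTRL and 5 % CTRL went from 0.084 to 0.16, while it was 0.054 with the trend with gene length removed and 0.0337 (standard error 0.0175) with the length slope as a covariate. The number of genes with an interaction of O_2_ and stimulation went from 1645 to 2316 without this library.

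Over all libraries, 1 lay apart in 17 of 264 groups of normalized counts, 10 of 64 groups of list scores and 1 of 20 groups of library measures, where chance gives 13.2, 3.2 and 1. In libraries other than replicate 1 of 1 % CTRL, the gap for list scores took 0.847 of the range for glycolysis and 0.648 for fatty acid oxidation in replicate 1 of 5 % STIM, 0.739 for inflammation in replicate 4 of 5 % STIM and 0.649 for inflammation in replicate 3 of 1 % STIM. The share of reads on the 10 most abundant genes was lowest in replicate 5 of 5 % CTRL, with a gap of 0.630. For normalized counts in 5 % STIM, the gap was 0.835 for Mcu in replicate 5, 0.626 for Cxcl1 in replicate 4, 0.766 for Depp1 in replicate 2, 0.729 for Ddit4 in replicate 1, 0.742 for Slc2a1 and 0.707 for Sdha in replicate 6, and 0.748 for Echs1 and 0.764 for Slc7a11 in replicate 3. In 1 % CTRL it was 0.651 for Zfp395 in replicate 5, 0.645 for Ankrd37 in replicate 6 and 0.658 for Ch25h in replicate 2. Nqo1 gave 0.644 in replicate 6 of 1 % STIM. No cause was tested for these values.

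The response to stimulation differed between 1 % and 5 % O_2_ for 1645 genes with an adjusted p-value under 0.05 in limma's interaction contrast, 855 above 0 and 790 below. Of the 100 splits of the libraries drawn, 1, the real one, gave as many genes, and the largest of the others gave 2. Among list scores, the interaction, which is the response under 1 % O_2_ minus that under 5 % O_2_, was −0.35 for hypoxia, −0.23 for glycolysis, −0.26 for S phase, −0.17 for cholesterol synthesis, −0.17 for the unfolded protein and integrated stress response, −1.31 for inflammation, 0.095 for fatty acid oxidation and −0.067 for angiogenesis. Permutation p, adjusted over the 16 lists, lay between 8e-05 and 0.0163 for these 8 lists, where the unadjusted 1e-05 for hypoxia and inflammation is the smallest the permutations can give.

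The hypoxia score was lower in 1 % STIM than in 1 % CTRL by −0.31, in 6 of 6 libraries, with a normalized enrichment score of −1.59 (adjusted permutation p = 0.0404), while under 5 % O_2_ stimulation moved it by 0.040. Scaling alone does not account for this, since the difference was −0.293 with the libraries rescaled to the same total. An equally smaller response of all genes that respond to 1 % O_2_ is argued against by genes that fell, and a smaller response of genes that rise is not. Genes that fell under 1 % O_2_ had a slope of 0.939 (95 % interval across genes 0.862 to 1.01, 296 genes) for their change in stimulated on that in unstimulated myotubes, while genes that rose had 0.796 (0.743 to 0.845, 517 genes). Genes that rose outside the hypoxia, glycolysis and S-phase lists had 0.785 (0.724 to 0.840, 460 genes), and 312 of them changed less in stimulated myotubes, so the smaller response is not confined to these lists. Within unstimulated myotubes, the slope of replicates 4 to 6 on replicates 1 to 3, from which the genes were chosen, was 0.866 for genes that rose and 0.738 for genes that fell. The choice of genes lowers this slope, while both responses in the slopes above come from replicates 4 to 6 and noise in the response without stimulation would lower them. Genes are not independent replicates in these intervals. The paper's methods state that medium was replaced around the stimulation, and not whether unstimulated myotubes had the same change of medium. A smaller response of rising genes, more O_2_ at the cells, a different exposure time and an effect of contraction therefore remain open.

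The inflammation score rose by 2.04 after stimulation under 5 % O_2_ and by 0.74 under 1 % O_2_, each in 6 of 6 libraries. Under the alternatives set beforehand for list scores, the rise under 5 % O_2_ was 1.04 to 1.65. The difference of −1.31 was −1.31 with the libraries rescaled to the same total and −1.30 with the trend with gene length removed, which argues against both as its whole cause. An effect of O_2_ on this response may explain it, as a hypothesis found and tested on the same data, and a difference in the stimulation delivered at each O_2_ level was not tested.

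Of the 66 genes named by the rule, 33 had an interaction with an adjusted p-value under 0.05 in limma, 25 below 0 and 8 above. Chemokine genes were lowest, with −4.72 for Cxcl1, −3.28 for Cxcl5, −3.28 for Ccl2 and −2.32 for Ccl7. Among members of the hypoxia, glycolysis and other lists at a claim, the interaction was −0.99 for Slc2a3, −0.37 for Adm, −0.50 for Zfp395, −1.01 for Ddit4, −0.52 for Slc2a1, −0.43 for Eno2, −0.47 for Slc16a3, −1.26 for Ier3, −0.63 for Hmox1, −0.88 for Vldlr, −0.32 for Pfkl, −0.61 for Hk2, −1.10 for Pdgfb, −0.26 for Echs1 and −0.96 for Slc7a11. It was −0.21 for Gapdh, −0.24 for Rnf145, −1.21 for Ch25h, −0.55 for 9930012K11Rik and −0.81 for Grhl3. Above 0 were Depp1 with 0.59, Otud1 with 1.02, Ankrd37 with 0.59, Pim1 with 0.68, Angptl4 with 0.97, Pdk4 with 0.66, Cpt1a with 0.48 and Rpl36a-ps3 with 2.30. Rpl36a-ps3 is a processed pseudogene that shares 69.6 % of its sequence with other genes, Gapdh shares 22.6 % with its pseudogenes, and antisense genes overlap Ankrd37, Ch25h and Pim1, so these values are uncertain.

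Some lists passed the threshold in comparisons or on themes that the paper's text does not discuss. The S-phase list had a normalized enrichment score of 1.37 in 1 % CTRL against 5 % CTRL (adjusted permutation p = 0.0346), with 40 of 40 genes higher, and of 1.43 in 1 % STIM against 5 % STIM (adjusted permutation p = 0.0115). Its score was 1.28 higher in 1 % CTRL, in 6 of 6 libraries. A larger share of cells in every phase of the cycle would raise G2/M genes too. The score of G2/M genes differed by 0.0332 (exact permutation test, p = 0.665), which argues against that as the whole cause. After 2 h, cells newly in S phase need not have reached G2/M, so more cells in S phase are not excluded. The median of the S-phase list lay at percentile 100 of 10000 random lists matched on exon length and expression, which argues against gene length. More cells in S phase and induction of S-phase genes without division remain open and were not tested.

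Under 1 % O_2_ without stimulation, fatty acid oxidation had a normalized enrichment score of −1.82 and angiogenesis of −1.58 (adjusted permutation p = 0.0115 each), and the scores were lower in 6 of 6 libraries. For fatty acid oxidation the direction depends on how genes are weighed, since 7 of its genes were higher and 7 lower, and the median over genes gave a difference of 0.0107 in place of −0.11. The lower score also depends on scaling, since with libraries rescaled to the same total, a setting chosen after seeing the data, it was −0.0251 (exact permutation test, p = 0.199), while angiogenesis kept −0.46 (exact permutation test, p = 0.00216). After stimulation under 5 % O_2_, the unfolded protein and integrated stress response had 1.53 and inflammation 1.42 (adjusted permutation p = 0.0173 each), higher in 6 of 6 libraries. In 1 % STIM against 5 % STIM, glycolysis had 1.47, inflammation −1.39 and angiogenesis −1.56 (adjusted permutation p of 0.0623, 0.0115 and 0.0173). In 1 % STIM against 1 % CTRL, glycolysis had −1.56, the unfolded protein and integrated stress response 1.60, inflammation 1.58, fatty acid oxidation 2.12, angiogenesis 1.33 and myoblast genes −1.42 (adjusted permutation p from 0.0173 to 0.0792), each with 6 of 6 libraries on that side of the mean of the other group.

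Of these lists, several did not pass under some alternatives. The values are adjusted permutation p unless camera is named, and ranges are over the alternatives set beforehand. Log2 values for the signal-to-noise ratio gave 0.423 for S phase (range 1.24e-24 to 0.423), 0.196 for angiogenesis (range 3.84e-19 to 0.196) and 0.661 for fatty acid oxidation in 1 % CTRL against 5 % CTRL, where camera gave 0.546 with its preset and 0.712 with an estimated correlation for fatty acid oxidation (range 1.49e-09 to 0.712). In 5 % STIM against 5 % CTRL, log2 values gave 0.104 for the unfolded protein and integrated stress response (range 2.04e-14 to 0.125). For 1 % STIM against 5 % STIM, glycolysis had 0.388 with log2 values, 0.741 without shared genes and 0.104 with the Reactome pathway (range 1.44e-15 to 0.741), and angiogenesis 0.388 with log2 values (range 5.95e-20 to 0.388). For 1 % STIM against 1 % CTRL, angiogenesis had 0.799 and 0.884 with camera, preset and estimated, 0.468 with log2 values and 0.316 without shared genes (range 0.0163 to 0.884). Glycolysis had 0.165 with log2 values and 0.144 without shared genes (range 1.82e-16 to 0.165), the unfolded protein and integrated stress response 0.291 (range 6.56e-09 to 0.291), fatty acid oxidation 0.104 (range 2.90e-12 to 0.143) and myoblast genes 0.402 (range 4.15e-11 to 0.402) with log2 values. With a replicate block, whose 64 splits limit p, the unfolded protein and integrated stress response and inflammation had 0.125 in 5 % STIM against 5 % CTRL, and the lists of the comparisons with 1 % STIM had 0.1 against 5 % STIM and 0.143 against 1 % CTRL. Beyond the alternatives, gene length was tested for S phase in 1 % CTRL against 5 % CTRL, as given above. Scaling and gene length were tested for the smaller inflammation response under 1 % O_2_. Scaling was tested for fatty acid oxidation and angiogenesis in 1 % CTRL against 5 % CTRL. No further technical test is given here for these lists.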

How the results depend on the processing

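Rescaled list scores, the removal of the trend with gene length and the fits without replicate 1 of 1 % CTRL were chosen after seeing the data, and the other alternatives before.

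The number of changed genes stayed within 1.5 times under all 10 alternatives set beforehand for 1 % CTRL against 5 % CTRL (7384 to 9191 genes), 1 % STIM against 5 % STIM (7018 to 8648) and 1 % STIM against 1 % CTRL (2165 to 3954). For 5 % STIM against 5 % CTRL it was 1944 in place of 3115 at an adjusted p-value under 0.01, and 830 in place of 1645 for the interaction, since fewer genes pass a stricter threshold. The other alternatives gave up to 3553 and 2410 genes. Rescaling to the same total raised the share of higher genes from 49.05 % to 62.67 % in 1 % CTRL against 5 % CTRL, from 44.04 % to 62.15 % in 5 % STIM against 5 % CTRL, from 50.44 % to 63.21 % in 1 % STIM against 5 % STIM and from 51.4 % to 62.36 % in 1 % STIM against 1 % CTRL. It moved the median log2 fold change of all genes most in 1 % CTRL against 5 % CTRL, from 0.0015 to 0.0815. Without replicate 1 of 1 % CTRL, the interaction gave 2316 genes and 1 % CTRL against 5 % CTRL gave 8955.

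The replicate numbers do not pair the libraries. Over 36 pairs of libraries with the same number, the correlation of deviations from the group means lay between −0.148 and 0.155, with a median of 0.00616. With a replicate block, the adjusted permutation p was 0.143 for hypoxia in 1 % STIM against 1 % CTRL, 0.1 for hypoxia in 1 % STIM against 5 % STIM, and 0.125 for fatty acid oxidation and inflammation in 5 % STIM against 5 % CTRL. With 64 splits these are limited by the number of splits. The replicate block gave 8730 genes in 1 % CTRL against 5 % CTRL.

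With log2 values, the floor on the SD in the signal-to-noise ratio outweighs the spread between replicates of most genes. For the lists, log2 values for the signal-to-noise ratio gave an adjusted permutation p of 0.173 for hypoxia and glycolysis and 0.423 for S phase in 1 % CTRL against 5 % CTRL, 0.165 for hypoxia in 1 % STIM against 1 % CTRL and 0.539 for fatty acid oxidation in 5 % STIM against 5 % CTRL. The sign turned for the unfolded protein response in 1 % CTRL against 5 % CTRL (0.711, range over the alternatives 8.32e-06 to 0.711), fatty acid oxidation in 1 % STIM against 5 % STIM (0.877, range 0.000328 to 0.998) and mitochondrially encoded subunits in 5 % STIM against 5 % CTRL (1.00, range 0.0511 to 1.00). Without shared genes, glycolysis in 1 % CTRL against 5 % CTRL had 0.139 and fatty acid oxidation in 5 % STIM against 5 % CTRL 0.199. The Reactome pathway for hypoxia has 19 genes tested and shares 3 with the hypoxia list, so it mostly tests other genes. With Reactome pathways, hypoxia had 0.194 in 1 % STIM against 5 % STIM and 0.444 in 1 % STIM against 1 % CTRL. The sign turned for hypoxia in 5 % STIM against 5 % CTRL (0.617) and for oxidative phosphorylation in 1 % CTRL against 5 % CTRL (0.864) and 1 % STIM against 1 % CTRL (0.855, range 0.372 to 0.884). Over the alternatives, the range was 1.24e-24 to 0.423 for S phase in 1 % CTRL against 5 % CTRL, 6.57e-31 to 0.444 for hypoxia in 1 % STIM against 1 % CTRL and 5.35e-37 to 0.125 for inflammation in 5 % STIM against 5 % CTRL. The ranges of the other lists stand beside their values at the claims. Without a filter, angiogenesis, antioxidant and hypoxia passed in 5 % STIM against 5 % CTRL with 0.0962 each.

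In 5 % STIM against 5 % CTRL, camera with its preset correlation gave adjusted p of 0.0238 for angiogenesis, 7.12e-06 for antioxidant, 0.0870 for glycolysis and 0.00059 for nuclear-encoded oxidative phosphorylation. With an estimated correlation the calls for angiogenesis (0.0933) and antioxidant (0.0283) held, and those for glycolysis and oxidative phosphorylation did not. With fry, angiogenesis (3.68e-07), antioxidant (3.76e-07) and glycolysis (0.0291) were called, as was hypoxia (0.0560), and oxidative phosphorylation was not. Mitochondrially encoded subunits turned sign in 1 % STIM against 1 % CTRL with camera, preset (0.934) or estimated (0.968), in a range from 0.402 to 0.968.

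For list scores, the hypoxia difference in 5 % STIM against 5 % CTRL passed the exact permutation test under the following settings. With a pseudocount of 10 the difference was 0.0398 (exact permutation test, p = 0.0173). With the length trend removed it was 0.0422 (exact permutation test, p = 0.0476). With libraries rescaled to the same total it was 0.0714 (exact permutation test, p = 0.00216). Rescaling turned antioxidant (0.0102) and the unfolded protein response (0.0391) in 1 % CTRL against 5 % CTRL, cholesterol synthesis (0.0304) and fatty acid oxidation (0.0598) in 1 % STIM against 5 % STIM, and S phase (0.00922) in 5 % STIM against 5 % CTRL. The median over genes turned fatty acid oxidation (0.0107) and G2/M (−0.0229) in 1 % CTRL against 5 % CTRL, fatty acid oxidation (0.00326) in 1 % STIM against 5 % STIM, and S phase (0.0190) and myotube genes (0.0072) in 5 % STIM against 5 % CTRL. Without replicate 1 of 1 % CTRL, G2/M turned to −0.0202 in 1 % CTRL against 5 % CTRL.

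Rescaling turned the log2 fold change of 6 named genes, to 0.075 for Mcu and 0.051 for Uqcrc2 in 1 % CTRL against 5 % CTRL, 0.0059 for Atp5a1 in 1 % STIM against 1 % CTRL, and 0.045 for Micu2, 0.056 for Ndufb8 and 0.035 for Pdha1 in 1 % STIM against 5 % STIM. The causes of these changes were not tested. Of the remaining values under an alternative, 60 for lists, 12 for list scores and 5 for named genes became stronger and passed a threshold, and 29, 14 and 6 became weaker and no longer passed it. The direction was the same in these.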

Differences from the paper's values

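The paper's values are for Hallmark gene sets with the false discovery rate of gene set enrichment analysis over its sets, and the values here are for hand-written lists on the same theme with Benjamini-Hochberg adjustment over 16 lists. Normalized enrichment scores have no replicate error, so they were compared by sign and by a factor of 1.5. The alternatives added after seeing the data do not cover the enrichment of lists.

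In 1 % CTRL against 5 % CTRL, the adjusted permutation p of the hypoxia list was 0.0115 against the paper's q of 0.0807, for glycolysis it was 0.0346 against the paper's 0.0657, and for S phase 0.0346 against the paper's 0.0638 for targets of E2F. Of the alternatives set before the data were examined, a replicate block came near the paper's values with 0.0833 for each of these 3 lists. This rests on the smallest p that its 64 splits allow, so it does not account for the gaps. For S phase, lists without shared genes gave 0.0577, but all 40 of its genes are in no other list, so only the adjustment over the other lists moved. No other alternative closed these gaps. For inflammation it was 0.158 against the paper's 0.524 for signalling by TNFα through NF-κB. Log2 values for the signal-to-noise ratio (0.638), camera's preset correlation (0.393) and camera's estimated correlation (0.712) closed the gap, and the other 4 did not.

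In 1 % STIM against 5 % STIM, the adjusted permutation p was 0.0115 against the paper's 0.0301 for hypoxia and 0.0623 against the paper's 0.186 for glycolysis. None of the 8 alternatives closed either gap. For S phase it was 0.0115 against the paper's 0.103, and log2 values (0.0693) closed the gap. A replicate block gave 0.1, which again rests on the smallest p that its 64 splits allow and does not account for the gap, and no other alternative closed it.

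In 1 % STIM against 1 % CTRL, the adjusted permutation p was 0.0404 against the paper's 0.260 for hypoxia and 0.0404 against the paper's 0.293 for glycolysis, and none of the 8 alternatives closed either gap. For inflammation it was 0.0173 against the paper's 0.0327, a gap closed with log2 values (0.0346) and with no other alternative. For S phase it was 0.316 against the paper's 0.601, a gap closed with a replicate block of 64 splits (0.450) and with no other alternative. The normalized enrichment score of nuclear-encoded oxidative phosphorylation was −0.745 against the paper's 0.562. The Reactome pathway (0.497) closed the gap, and the replicate block, no filter and log2 values did not. The camera and fry tests give no such score.

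In 5 % STIM against 5 % CTRL, −log10 of the adjusted permutation p was 0.639 for angiogenesis against the paper's about 2.7 in Fig. 4B, read by eye, as all values of this figure. For hypoxia it was 0.595 against about 2.1 in Fig. 4B. For glycolysis it was 0.1383 against about 1.7 in Fig. 4B. It was 0.347 for nuclear-encoded oxidative phosphorylation against about 1.2 in Fig. 4B. None of the alternatives closed these 4 gaps. For the antioxidant list it was 0.712 against about 1.2 in Fig. 4B for the reactive oxygen species set, a gap closed without a filter (1.02) and with camera's estimated correlation (1.55) and not with the other 5.

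The paper shows these 5 sets as enriched after stimulation under 5 % O_2_, and none of these lists passed the threshold here as reported. Angiogenesis and antioxidant passed it without a filter, with camera under either correlation and with fry. Hypoxia passed it without a filter and with fry, and nuclear-encoded oxidative phosphorylation with camera's preset correlation and, as a score per library, in the exact permutation test (p = 0.0130). For glycolysis the direction was the opposite, with a normalized enrichment score of −0.828. Camera's preset correlation and fry also called it lower.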

Other observations

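The test of scaling for mitochondrially encoded transcripts, the removal of the length trend and the rescaled list scores were chosen after the result was seen, the length slope as a covariate after its relation with the score and the matched random lists were seen and before its own value, and the other tests in this part before.

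For each of the comparisons of 2 groups, 100 of the 462 possible splits of their libraries were drawn, and 1, the real one, gave as many genes as the real split. The largest of the other splits gave 5901 genes for 1 % CTRL against 5 % CTRL, 1397 for 5 % STIM against 5 % CTRL, 5232 for 1 % STIM against 5 % STIM and 1485 for 1 % STIM against 1 % CTRL, with a median of 0 in each. In 1 % STIM against 1 % CTRL, 3245 genes had an adjusted p-value under 0.05 in limma, 1668 higher and 1577 lower.

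The score of nuclear-encoded oxidative phosphorylation was 0.147 higher in 5 % STIM than in 5 % CTRL (exact permutation test, p = 0.0130, adjusted p = 0.0260 over the 16 lists), in 6 of 6 libraries. Its members are short genes, so a bias with gene length was tested. The median log2 fold change of the list, 0.11, lay at percentile 100 of 10000 random lists matched on exon length and expression, whose middle 95 % lay between −0.024 and 0.035. This argues against gene length alone. Over the 24 libraries, the deviation of the score from its group mean was also related to the slope of each library's deviations on gene length, with r = −0.98 and rho = −0.946 (permutation p = 1e-05 each, the smallest that 100000 permutations can give, for the only relation of this kind computed). Without the 2 libraries farthest from the median, r was −0.954. With the slope as a covariate the difference was 0.0672 (standard error 0.0178), which argues against this variation as the whole cause, though it may account for part of the 0.147. With the length trend removed from each library it was 0.113 (exact permutation test, p = 0.00866). An effect of stimulation on these genes remains open as a hypothesis. The response under 1 % O_2_ was −0.036 (exact permutation test, p = 0.703), and with the slope as a covariate it was 0.0333 (standard error 0.0177). Without the covariate, the difference between the responses under 1 % and 5 % O_2_ did not pass the test (−0.18, permutation p = 0.108, adjusted p = 0.172 over the 16 lists).

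Reads on the mitochondrial genome were fewer under 1 % O_2_. As a share of whole reads, which no size factor enters, the highest library of 1 % CTRL had 1.98 % and the lowest of 5 % CTRL 2.22 %, which argues against the authors' scaling as the cause. In stimulated myotubes the share was 2.25 ± 0.135 % (SD, n = 6) under 5 % O_2_ and 1.92 ± 0.163 % (SD, n = 6) under 1 % O_2_. Between these groups the shares overlapped, from 1.76 to 2.16 % under 1 % O_2_ and from 2.06 to 2.43 % under 5 % O_2_. The score of the mitochondrially encoded list differed by −0.66 between 1 % STIM and 5 % STIM (exact permutation test, p = 0.0108, adjusted p = 0.0157 over the 16 lists), in 6 of 6 libraries. Between 1 % CTRL and 5 % CTRL it differed by −0.32 and did not pass the exact permutation test (p = 0.158, adjusted p = 0.181 over the 16 lists), and with the median over genes it differed by −0.43 (p = 0.00216, adjusted p = 0.00495).

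The transcript of Mcu, whose protein the paper measured, had a log2 fold change of −0.01 in 1 % CTRL against 5 % CTRL (standard error 0.03, adjusted p = 0.895 from limma). In the same comparison the log2 fold change was −0.08 for Micu2 (standard error 0.04, adjusted p = 0.0417 from limma) and −0.57 for Micu3 (standard error 0.06, adjusted p = 1.08e-09 from limma). With libraries rescaled to the same total, Mcu turned to 0.075 and Micu2 was no longer called (−0.0029, adjusted p = 0.947 from limma). The score of the 12 genes of the uniporter list differed by −0.090 (exact permutation test, p = 0.00216, adjusted p = 0.00433 over the 16 lists), in 6 of 6 libraries, with 2 genes higher, 5 lower and 7 changed when adjusted over the list alone. With libraries rescaled to the same total the score no longer differed (−0.0095, exact permutation test, p = 0.665), so the lower score depends on the scaling. Pdha1 had a log2 fold change of −0.09 (standard error 0.03, adjusted p = 0.00337 from limma) that was −0.011 (adjusted p = 0.725 from limma) with rescaled libraries, and an antisense gene shares 10.6 % of its exon sequence. Gapdh, the loading control of the paper's blots of human muscle, rose by 0.26 (standard error 0.05, adjusted p = 3.21e-05 from limma), with 22.6 % of its exon sequence shared with other annotated genes.

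The remaining lists in 1 % CTRL against 5 % CTRL had normalized enrichment scores of 1.49 for cholesterol synthesis, 0.703 for G2/M, −0.953 for the unfolded protein and integrated stress response, −1.33 for inflammation, −1.27 for immediate early genes, −1.04 for antioxidant genes, −1.12 for the mitochondrial Ca2+ uniporter, −1.13 for myotube genes and −0.956 for myoblast genes. Their adjusted permutation p were 0.115, 0.758, 0.653, 0.158, 0.354, 0.514, 0.514, 0.514 and 0.621 in that order, and none passed the threshold of 0.1 as reported. Under alternatives set beforehand some did. Cholesterol synthesis had an adjusted permutation p of 0.0115 without a filter and 0.0833 with a replicate block (range 5.82e-05 to 0.712), inflammation 0.0495 without a filter and 0.0866 without shared genes (range 0.000323 to 0.712), and immediate early genes an adjusted p of 0.0224 with camera's preset correlation (range 1.49e-06 to 0.661). With fry, which does not compare a list with other genes, all but G2/M were called, with adjusted p from 1.49e-06 to 0.00571. In exact permutation tests of scores per library, cholesterol synthesis differed by 0.13 and immediate early genes by −0.38 without overlap between the groups (p = 0.00216, adjusted p = 0.00433 each), in 6 of 6 libraries, and both held with rescaled libraries (0.21 and −0.30, p = 0.00216 each). The scores of inflammation (−0.18, p = 0.00866, adjusted p = 0.0139), myotube genes (−0.090, p = 0.00649, adjusted p = 0.0115) and myoblast genes (−0.16, p = 0.0130, adjusted p = 0.0189) also passed exact permutation tests, in 6 of 6 libraries each, as did antioxidant genes (−0.070, p = 0.0281, adjusted p = 0.0375) in 5 of 6 libraries. With rescaled libraries inflammation had −0.10 (exact permutation test, p = 0.0476), and myotube genes (−0.0093, p = 0.788), myoblast genes (−0.085, p = 0.253) and antioxidant genes (0.010, p = 0.766) did not pass. G2/M and the unfolded protein and integrated stress response did not pass as scores (exact permutation test, p = 0.665 and 0.0952).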
